# Keratocyte Gene Expression Shaped by ECM Dimensionality: Evidence for Enhanced Quiescence in 3D Culture

**DOI:** 10.3390/bioengineering13080876

**Published:** 2026-07-30

**Authors:** Kara Poole Acevedo, Miguel Miron-Mendoza, Walter Matthew Petroll

**Keywords:** cornea, stroma, keratocyte, 3D cell culture, bulk RNA-seq, ECM

## Abstract

In addition to soluble biochemical factors, biophysical cues from the extracellular matrix (ECM) can play an integral role in regulating cell behavior. Previous work has demonstrated that varying ECM dimensionality (3D vs. 2D) and structure (fibrillar vs. non-fibrillar) can produce distinct cell phenotypes; however, the transcriptional changes underlying how cells sense and respond to these different environments are not well understood. Here, we used bulk RNA sequencing to compare the gene expression profiles of primary rabbit corneal keratocytes cultured on collagen-coated substrates and on top of or embedded within fibrillar collagen matrices under serum-free conditions. Differential expression and functional analyses revealed distinct transcriptional profiles across the culture conditions and identified differentially expressed genes and enriched signaling pathways primarily related to the ECM, cell–matrix interactions, cell mechanics, and proliferation. Cells cultured in 3D fibrillar conditions exhibited gene expression patterns that better reflected the normal in vivo keratocyte phenotype, including broad suppression of proliferation and ECM synthesis-related genes. In contrast, cells cultured on 2D substrates showed higher expression of genes associated with an activated phenotype. Overall, these findings demonstrate the strong influence of biophysical cues from the ECM on keratocyte gene expression and highlight the importance of selecting physiologically relevant in vitro models for studies of corneal cell biology, wound healing, and regenerative therapies.

## 1. Introduction

In vitro cell culture is a foundational tool in cell biology, tissue engineering, and therapeutic testing. Traditionally, cells are grown as two-dimensional (2D) monolayers on flat, rigid substrates such as plastic or glass; however, most cells exist in a more complex extracellular environment in vivo. Three-dimensional (3D) culture systems are believed to better approximate an extracellular matrix (ECM) structure that is similar to what cells experience in vivo, by allowing cells to grow within natural (collagen or other ECM analogs) or synthetic matrices or as scaffold-free spheroid systems [1,2,3]. Previous studies have shown that ECM dimensionality can have profound effects on cell–cell and cell–matrix interactions, nutrient and oxygen gradients, mechanical cues, and morphological constraints, which in turn influence cell phenotype and behavior [1,4,5,6,7].

2D culture models remain popular because of their simplicity, reproducibility, and ease of access for microscopy, biochemical assays (e.g., Western Blot and qPCR), and high-throughput techniques (e.g., RNA sequencing). However, 2D culture imposes artificial constraints, as cells are forced to adopt flattened morphologies, and the absence of 3D ECM limits cell–matrix interactions and signaling [8]. 3D culture models are believed to better recapitulate certain in vivo-like conditions because they allow for more physiological cell–cell and cell–matrix interactions and allow for mechanical feedback from the ECM [9].

Numerous studies have demonstrated that cells cultured in 3D show distinct phenotypes relative to their 2D counterparts. For example, cancer cells in 3D exhibit altered morphology, migratory behavior, proliferation kinetics, and drug resistance compared to 2D cultures [8,9,10,11,12,13]. Despite these previous observations of phenotypic and functional differences, few studies have carried out comprehensive gene expression profiling comparing 2D and 3D culture. Comparative studies in cancer and other cell types have used RNA sequencing (RNA-seq) and microarrays to demonstrate that 3D culture, primarily using spheroids or synthetic matrices, can shift transcriptomes toward more in vivo-like gene expression signatures related to ECM, hypoxia, metabolism, and signal transduction [1,8,9,10,14,15,16,17]. However, transcriptional information on cells interacting with native fibrillar collagen matrices is limited. Furthermore, similar transcriptional comparisons for corneal keratocytes in 2D and 3D culture are lacking, as previous studies have focused primarily on phenotypic differences (e.g., morphology, ECM deposition, motility) [18,19,20]. This lack of transcriptional profiling limits our understanding of how biophysical cues from 2D and 3D environments modulate gene regulatory networks and keratocyte fate, and the mechanisms through which keratocytes sense and respond to changes in their extracellular environment.

Corneal stromal cells, or keratocytes, play a critical role in maintaining corneal transparency and mediating the stromal wound healing response following injury or surgery. In their normal non-activated state, keratocytes secrete and organize normal stromal collagens and proteoglycans to maintain the ECM composition and structure required for corneal transparency and mechanical stability [21,22]. After stromal injury or surgery, the release of pro-inflammatory cytokines and growth factors results in the activation of keratocytes towards a migratory fibroblast and/or fibrotic myofibroblast phenotype [23,24]. These activated stromal cells repopulate the wound and deposit new ECM [25,26]. In physiological conditions, this ECM is remodeled to restore corneal transparency. However, in pathological conditions, dysregulated or protracted cellular responses to wound healing cues can lead to corneal fibrosis and scarring, which are leading causes of blindness worldwide [27]. Recently, our lab and others have investigated the transcriptional profiles of cultured corneal keratocytes, fibroblasts, and myofibroblasts; however, these experiments were performed using only 2D substrates [28,29,30]. In the present study, we compare the global gene expression profiles of rabbit corneal keratocytes cultured in 2D and 3D environments under identical biochemical conditions, using both collagen-coated substrates and fibrillar collagen matrices. By applying bulk RNA-seq and downstream bioinformatic analyses, we identify genes and enriched signaling pathways that are differentially regulated in 2D and 3D culture. We relate these transcriptional changes to previously observed differences in keratocyte phenotype, such as ECM deposition, matrix remodeling, and cell mechanics.

## 2. Materials and Methods

### 2.1. Isolation of Primary Rabbit Corneal Keratocytes

We used a well-established serum-free primary culture model that is known to produce a pure population of corneal keratocytes that mimic key aspects of in vivo corneal keratocytes in terms of morphology, cytoskeletal organization, and gene and protein expression [31,32,33,34,35,36,37,38,39]. Normal rabbit keratocytes (NRKs) were isolated from New Zealand white rabbit eyes (Pel-Freez Biologicals, Rogers, AR, USA) and maintained in serum-free (SF) media according to previously described protocols [40]. To summarize, Pel-Freez eyes were placed in RPMI-1640 Medium (Sigma, St. Louis, MO, USA) supplemented with 1% antibiotic antimycotic solution (Sigma) prior to corneal dissection. The epithelium was removed by swabbing with an alcohol pad and scraping with a surgical blade (no. 11; Sigma). Corneal buttons were excised, placed in fresh RPMI solution, and the endothelium was removed by gently scraping with a disposable scalpel (no. 15; Fisher Scientific, Waltham, MA, USA). The corneal buttons were incubated overnight at 37 °C in digestion media consisting of 1× MEM (Gibco, Grand Island, NY, USA) with 2.0 mg/mL collagenase (Gibco), 0.5 mg/mL hyaluronidase (Worthington Biochemical Corporation, Lakewood, NJ, USA), and 2% antibiotic antimycotic solution. Isolated keratocytes were centrifuge-pelleted (4 min at 1500 rpm), resuspended in SF media, and plated in 25 cm^2^ tissue culture flasks. Defined SF media contained Dulbecco’s modified Eagle’s medium (DMEM; Sigma) supplemented with 100 μM non-essential amino acids (Gibco), 100 μg/mL ascorbic acid (Sigma), 1% RPMI vitamin solution (Sigma), and 1% antibiotic antimycotic solution [38]. Cells were maintained in SF media for five days prior to use in experiments.

### 2.2. 2D and 3D Cell Culture

In all experiments, first-passage NRKs were plated with SF media (day 0) and cultured for six days before isolating RNA or fixing samples for fluorescence microscopy. SF media was replenished on days 2 and 5. For 2D culture, NRKs were plated on the surface of collagen-coated substrates or fibrillar collagen matrices, and 3D culture NRKs were embedded within fibrillar collagen matrices. For 2D collagen-coated conditions (2DC), MatTek dishes (MatTek, Ashland, MA, USA) were covered with a neutralized solution of 50 μg/mL type I collagen, incubated for 30 min at 37 °C, then rinsed twice with DMEM before plating NRKs at a density of 50,000 cells/mL (~15,000 cells/cm^2^). For the 2D fibrillar collagen condition (2DF), 300 μL of neutralized collagen solution (1.5 mg/mL) was allowed to polymerize for 90 min at 37 °C before plating NRKs at a density of 50,000 cells/mL (~15,000 cells/cm^2^). For the 3D fibrillar collagen condition, 300 μL of neutralized collagen solution (1.5 mg/mL) containing 100,000 cells/matrix (3DF) was allowed to polymerize for 90 min at 37 °C before adding SF media [32]. To assess the effects of cell density, matrices containing 50,000 cells/matrix (3DF_50) were also plated. For all fibrillar collagen matrices, the 300 μL aliquots of collagen solution were spread over the 20 mm diameter microwells of the Mattek dishes. Neutralized collagen solution was prepared by mixing type I bovine collagen (Advanced BioMatrix, Carlsbad, CA, USA) with 10× MEM, 0.1 N NaOH, and DMEM (with cells for 3D conditions only) to obtain the final concentrations of 50 μg/mL (for 2DC) or 1.5 mg/mL (for 2DF, 3DF, and 3DF_50). A diagram of the 2D and 3D culture conditions demonstrating the position of cells relative to the collagen-coated dish or collagen matrix can be found in Figure S1.

### 2.3. Total RNA Isolation and Sequencing

Total RNA was collected for five different experimental conditions using the Aurum Total RNA Mini Kit (Bio-Rad, Hercules, CA, USA). First, culture dishes were rinsed twice with sterile phosphate-buffered saline (PBS). For all conditions with fibrillar collagen matrices (2DF, 3DF, and 3DF_50), matrices were first lifted from the culture dishes using a small spatula and placed in sterile 2 mL microcentrifuge tubes (3–6 matrices per tube). To isolate the NRKs from the collagen matrix, 1 mL of digestion media was added to each tube and incubated on a rocker for 15 min at 37 °C. The cells were then centrifuge-pelleted (4 min at 1500 rpm), rinsed once with PBS, then resuspended in lysis buffer. For the 2D collagen-coated condition (2DC), culture dishes were incubated with digestion media for 15 min at 37 °C. The dishes were then rinsed with PBS, followed by the addition of lysis buffer. To assess the effects of the digestion media incubation, lysis buffer was added directly to the culture dish (without digestion media) in another group (2DC_L). To collect a sufficient amount of RNA for bulk RNA-seq, 5–6 dishes were pooled for collagen-coated conditions, and a minimum of 11 matrices were pooled for fibrillar collagen conditions. For all conditions, lysates were collected in sterile 1.5 mL microcentrifuge tubes, then mixed with RNase-Free 70% ethanol. RNA isolation steps proceeded according to the manufacturer’s protocol, and total RNA was eluted from the Aurum RNA-Binding Mini Columns using molecular biology-grade water.

RNA concentration and integrity were evaluated using a Thermo Scientific NanoDrop One^C^ (Waltham, MA, USA). For each condition, samples from three separate experiments (biological replicates) collected as detailed above were sent to Novogene Co. (Sacramento, CA, USA) for bulk RNA-seq. Novogene Co. carried out sample quality control (Agilent 5400, Santa Clara, CA, USA) followed by library preparation, quality control, and sequencing using the NovaSeq 6000 platform (Illumina, San Diego, CA, USA). After data quality control, sequencing reads were aligned to the oryCun2 reference genome (HISAT2 version 2.0.5) and gene expression level analysis was conducted (featureCounts version 1.5.0-p3). The original data presented in this study are openly available in NCBI’s Gene Expression Omnibus via the GEO series accession number GSE337743.

### 2.4. Principal Component, Differential Expression, and Enrichment Analyses

Additional bioinformatics analysis was conducted using NovoMagic, a free Novogene platform for data analysis. Principal component analysis (PCA) was performed on the normalized gene expression values (FPKM) of all samples to evaluate differences between the five experimental conditions (2DC, 2DC_L, 2DF, 3DF and 3DF_50). Differential expression analysis was performed for pairwise comparisons of both the three primary conditions (2DC, 2DF, 3DF) and all five conditions (2DC, 2DC_L, 2DF, 3DF, 3DF_50) (DESeq2 version 1.20.0). Parametric analysis of variance (ANOVA) with Benjamini–Hochberg False Discovery Rate correction at *p* = 0.05 was performed on normalized data to identify significant differentially expressed genes (DEGs) with a |log_2_[fold change]| ≥ 1 and an adjusted *p* value ≤ 0.05. KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis was also carried out for each differential gene set to determine which biological functions and signaling pathways were significantly associated with DEGs (clusterProfiler version 3.8.1). KEGG pathways with an adjusted *p* value < 0.05 were considered significant.

All bar plots, volcano plots, and heatmaps displaying results from differential expression and pathway analyses were created using GraphPad Prism (version 10.5.0). Heatmaps used normalized, log_2_-transformed FPKM values (log_2_[FPKM + 1]) to display relative expression levels across samples (columns) for sets of differentially expressed genes (rows). Hierarchical clustering was carried out on the gene sets so genes and samples with similar expression patterns would be gathered together.

### 2.5. Fluorescence Microscopy

Additional samples from each experimental condition were stained with phalloidin to visualize cell morphology and F-actin organization. Briefly, cells were fixed with 3% paraformaldehyde for 15 min, washed in PBS (3 times, 10 min each), then permeabilized with 0.5% Triton X-100 for 15 min. For F-actin labeling, cells were incubated with Alexa Fluor 633 Phalloidin (Invitrogen, Eugene, OR, USA) for 2 h at 37 °C, then washed in PBS (3 times, 20 min each). To label cell nuclei, cells were incubated with DAPI (Invitrogen) for 20 min at room temperature, then rinsed twice. Fluorescence images were acquired using a laser confocal microscope (Leica SP8, Heidelberg, Germany) and a 25× water immersion objective. A stack of optical sections (z-series) was acquired for each image using a step size of 2 μm. Image processing was carried out using ImageJ (version 1.54). Summed voxel projections were made for each channel, then combined using the merge channels function.

## 3. Results

### 3.1. Keratocyte Morphology and Transcriptional Profiles in 2D and 3D Culture

Keratocytes cultured in 2D and 3D environments developed different morphologies while being maintained in serum-free media (Figure 1A). While cells in all ECM conditions developed a similar stellate morphology that is characteristic of corneal keratocytes cultured in serum-free media [41], cells on top of (2DF) or embedded within (3DF) fibrillar collagen matrices had somewhat thinner cell extensions with more branching and punctate F-actin labeling than cells on 2D collagen-coated substrates (2DC). Due to the lower effective cell density in the 3D conditions, cells in 2D exhibited greater numbers of cell–cell contacts.

To investigate the impact of different ECM environments at the transcriptional level, three samples of total RNA were collected for each experimental condition and submitted for bulk RNA-seq. 

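The data cover 15 libraries, 3 for each of 5 conditions, from first-passage rabbit corneal keratocytes cultured for 6 days in serum-free medium. The conditions are 2DC, 2DF and 3DF, 3DF_50 with 50000 in place of 100000 cells per matrix, and 2DC_L, which was lysed in the dish without the 15 min incubation in digestion medium. Each library comes from pooled dishes or matrices of 1 experiment. The authors aligned the reads to the oryCun2 genome, and their counts and FPKM cover 23428 genes, of which 15408 have a symbol. Between 14626982 and 31804255 reads were counted per library. The medians were 23709968 in 2DC, 29078757 in 2DC_L, 17534551 in 2DF, 20890681 in 3DF and 14975261 in 3DF_50. The tests for each pair of conditions are quasi-likelihood F tests on the counts in edgeR, with TMM normalization and edgeR's own filter on low counts. A DEG has a Benjamini–Hochberg adjusted p of at most 0.05 and a |log2 fold change| of at least 1. In counts simulated from these libraries with 200 of 13493 genes changed by a log2 fold change of 2, the test called 97% of the changed genes and 5 unchanged ones, and it called 0 genes when none was changed. The simulated libraries had equal numbers of raised and lowered genes and no differences between experiments. Their spread depended only on the level of a gene. These figures therefore do not cover smaller changes, experiment effects or a few genes that take many counts. Gene levels are given as mean FPKM ± SD, and positions are those of oryCun2.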

The RNA isolation method optimized for this study yielded a suitable quantity (>200 ng) and quality (RIN > 9.0) of RNA from cells cultured in 2D and 3D environments. Sequencing quality and read mapping results were also evaluated, and all downstream analyses were performed based on the clean, high-quality data (Tables S1 and S2). Principal component analysis (PCA) was performed to evaluate differences in the overall gene expression profiles of each of the samples (Figure 1B). 

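The normalized values behind the PCA were log2(FPKM + 1) of the 19409 genes expressed in the 9 libraries of 2DC, 2DF and 3DF (n = 3 each). The first component held 41.2% of the variance and the second 24.55%. On the first component the 2DC libraries lay between -30.0 and -21.9, the 2DF libraries between -3.39 and 0.985, and the 3DF libraries between 21.9 and 36.5. The second component set 2DF (17.5 to 27.4) apart from 2DC (-13.5 to -11.1). On that component 3DF replicate 1, at -26.5, lay far from the other 3DF libraries, at -3.51 and 1.40. Over all genes the mean Euclidean distance between libraries of 1 condition was 31.4 in 2DC, 37.0 in 2DF and 41.8 in 3DF. The mean distance was 52.7 between 2DC and 2DF, 62.4 between 2DC and 3DF and 54.2 between 2DF and 3DF. The 2 ranges overlapped, since the largest distance within a condition was 51.3 and the smallest between conditions was 45.1. Differences between the conditions took 61.93% of the sum of squares, the largest share among the 280 ways to split the 9 libraries into 3 groups of 3 (exact permutation test, p = 0.00357, one-sided, the smallest these splits can give). With the 500 most variable genes the first component held 59.65% and the conditions took 81.44%. With genes scaled to unit variance these shares were 26.67% and 41.49%.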

The PCA plot showed clear separation between the 2D collagen-coated (2DC), 2D fibrillar collagen (2DF), and 3D fibrillar collagen (3DF) conditions, while samples within each condition were clustered together.

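Between 3DF and 2DC, 13493 genes passed the filter on low counts and 1020 were DEGs, 437 higher and 583 lower in 3DF. Without the limit on the fold change 2073 genes passed, the alternative that moved the count most. DESeq2 called 1153. When 1 library at a time was left out, the count ranged from 750 to 1028, and 605 genes were called in each of the 6 fits. The direction of the calls depends on the scaling. Scaled by library size alone, the median log2 fold change of all genes rose to 0.187 and the split turned to 649 higher and 475 lower. The excess of lower genes was kept with library size counted without the 10 largest genes (467 higher, 551 lower, median 0.047). It was also kept with DESeq2 (482 higher, 671 lower). Among genes with a symbol, a mean of at least 1 FPKM and no overlap between the conditions, which 10% of genes reach by chance, the largest increases were in KRT12, CRCT1 and DRD1. KRT12 (chromosome 19, 41920699 to 41925846) had 0 counts in every 2DC library and was at least 60-fold higher in 3DF. It is a keratin of the corneal epithelium, and other epithelial genes varied with it between libraries of the same condition. CRCT1 (chromosome 13, 39753611 to 39755196) was at least 19.3-fold higher. DRD1 (chromosome 3, 56243561 to 56248219) rose from 0.0975 ± 0.103 to 2.64 ± 0.372 FPKM (n = 3), a log2 fold change of 4.79 (SE 0.52, edgeR adjusted p = 0.000683). The largest decreases among genes within these limits were in TCF19, CDK1 and SLCO1B3. MKI67 is not among the ranked genes and was at least 103-fold lower in 3DF. TCF19 (chromosome 12, 20163941 to 20167786) had a log2 fold change of -7.64 (SE 1.19, edgeR adjusted p = 0.00397), and CDK1 (chromosome 18, 25387628 to 25403308) was at least 43.9-fold lower in 3DF. SLCO1B3 (chromosome 8, 18828099 to 18892742) fell from 10.7 ± 7.99 to 0.0758 ± 0.0494 FPKM, a log2 fold change of -7.05 (SE 0.85, edgeR adjusted p = 0.00121).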

Differential expression analysis revealed that comparing cells in 3D fibrillar collagen to those on 2D collagen-coated substrates resulted in the highest number of significant DEGs (1153; Figure 1C). This was followed by the comparisons of 2D fibrillar collagen vs. 2D collagen-coated (795 DEGs), then 3D vs. 2D fibrillar collagen (605 DEGs). 

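The test called 658 DEGs between 2DF and 2DC, 270 higher and 388 lower in 2DF, and 499 between 3DF and 2DF, 276 higher and 223 lower in 3DF. Scaled by library size alone, the splits were 332 higher and 323 lower in 2DF vs. 2DC and 338 and 214 in 3DF vs. 2DF. The excess of lower genes in 2DF vs. 2DC was thus lost. It was kept, at 262 higher and 405 lower, with library size counted without the 10 largest genes. DESeq2 called 792 DEGs for 2DF vs. 2DC and 605 for 3DF vs. 2DF. Leaving out 1 library at a time gave 410 to 670 DEGs for 2DF vs. 2DC and 339 to 520 for 3DF vs. 2DF, with 311 and 239 genes called in each of the 6 fits. A model of all 5 conditions with a term for the experiment prefix in the library names left 16 and 4 DEGs. The 2DF libraries share only 1 prefix, E5, with another condition, so that model can hardly separate 2DF from its experiments. Against 2DC, the largest increases in 2DF were in ELN, KCNA5 and FOSB. FOSB (scaffold Un0309, 121963 to 125744) rose from 17.7 ± 2.32 to 290.2 ± 26.9 FPKM (n = 3), a log2 fold change of 4.04 (SE 0.14, edgeR adjusted p = 3.65e-06). In 2DC_L, without the digestion incubation, FOSB had a mean of 0.598 FPKM, so handling at harvest may contribute to this rise. KCNA5 (chromosome 8, 31128086 to 31129953) rose by 4.27 (SE 0.58, edgeR adjusted p = 0.00217). The largest decreases were in KIAA0101, CDK1 and TCF19. KIAA0101 (chromosome 17, 7844369 to 7863652) was at least 29.5-fold lower, and TCF19 had a log2 fold change of -5.75 (SE 0.97, edgeR adjusted p = 0.00579). Between 3DF and 2DF the largest increases were in GPR162, CST7 and DRD1. GPR162 (chromosome 8, 32842305 to 32847633) rose from 2.73 ± 1.40 to 37.7 ± 3.80 FPKM, a log2 fold change of 3.79 (SE 0.33, edgeR adjusted p = 0.000487). The log2 fold changes of CST7 and DRD1 were 3.34 (edgeR adjusted p = 0.00141) and 3.16 (edgeR adjusted p = 0.00195).

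**Figure D1:**
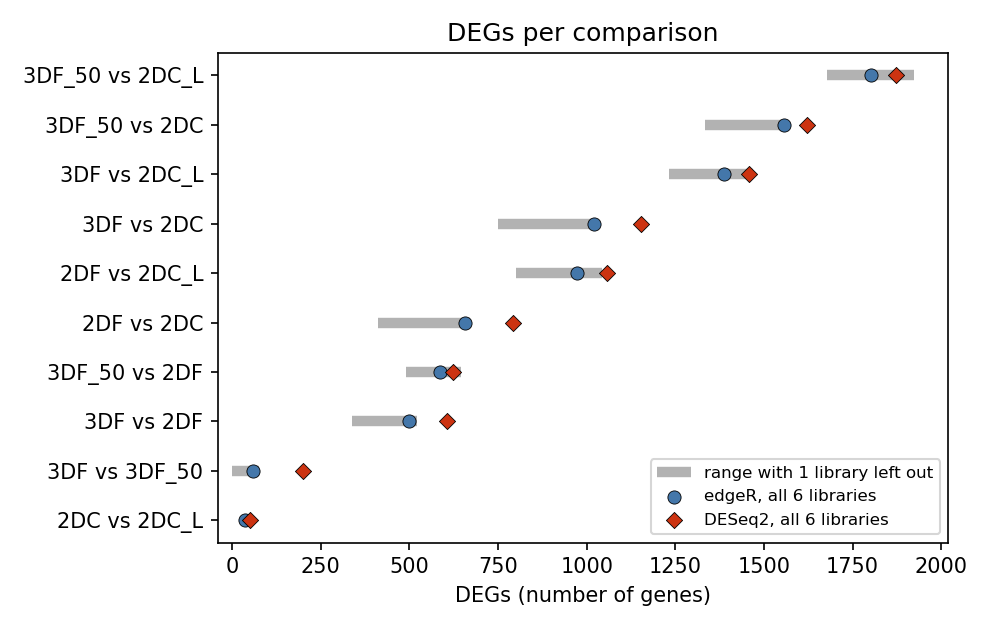
DEGs in each of the 10 pairs of conditions, with the number of DEGs on the horizontal axis. Circles are edgeR, diamonds are DESeq2, and grey bars span the counts when 1 library was left out. The circles run from 36 DEGs for 2DC vs. 2DC_L to 1801 for 3DF_50 vs. 2DC_L.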

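Together, the 3 comparisons of 2DC, 2DF and 3DF gave 1447 different DEGs. Of these, 13 were higher and 23 lower in every comparison (3DF vs. 2DC, 2DF vs. 2DC and 3DF vs. 2DF). Counting every gene with an adjusted p of at most 0.05, whatever its fold change, moved the total most, to 3207. With DESeq2 it was 1650. The totals without 1 library ranged from 1115 to 1433.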

The combined differential gene set from these three comparisons contained 1655 DEGs. The relative expression heatmap for this differential gene set showed several groups of genes with distinct patterns of expression across the three experimental conditions (Figure 1D). 

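Of the 1447 DEGs, 660 (45.6%) had their highest mean FPKM in 2DC. In 464 of these, every 2DC library was above all 6 libraries of 2DF and 3DF. Chance gives such an order in 1.19% of genes, although DEGs are chosen for differences of this kind. Another 494 genes (34.1%) had their lowest mean in 2DC, and in 262 of them every 2DC library was below all 6 others. The order with the highest mean in 2DC and the lowest in 3DF was the most frequent, with 453 genes.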

A large set of genes had high expression in the 2D collagen-coated condition (2DC) relative to both fibrillar collagen conditions (2DF, 3DF), while another set showed high expression in fibrillar collagen relative to collagen-coated substrates. 

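The highest mean FPKM of 488 DEGs (33.7%) and the lowest of 570 (39.4%) were in 3DF. Every 3DF library lay above all libraries of 2DC and 2DF in 350 of the former and below all of them in 326 of the latter, against 1.19% of genes by chance. The reverse of the most frequent order, with the highest mean in 3DF and the lowest in 2DC, held for 312 genes. EDN1 (chromosome 12, 6011333 to 6037477) had 29.8 ± 1.58 FPKM in 2DC, 42.1 ± 30.9 in 2DF and 2.30 ± 1.40 in 3DF (n = 3). The log2 fold change of EDN1 was -4.19 (SE 0.55, edgeR adjusted p = 0.00232) in 3DF vs. 2DF, among the 3 largest decreases.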

Gene sets with high relative expression in 2D (2DC, 2DF) compared to 3D, or with high expression in 3D relative to 2D, were also identified in this heatmap. 

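In 2DF, 299 of the DEGs (20.7%) had their highest mean FPKM and 383 (26.5%) their lowest. All 2DF libraries were above the other 6 in 153 genes and below them in 165, where chance gives 1.19%. ELN and MATN3 were, with EDN1, the genes that fell most from 2DF to 3DF. ELN (scaffold Un0067, 654638 to 665917) had a mean of 13.0 ± 7.16 FPKM in 2DF (n = 3), 0.583 ± 0.657 in 2DC and 0.798 ± 0.804 in 3DF. Its log2 fold change was 4.37 (SE 0.64, edgeR adjusted p = 0.00305) in 2DF vs. 2DC and -4.03 (SE 0.62, edgeR adjusted p = 0.00475) in 3DF vs. 2DF. MATN3 (chromosome 2, 169165408 to 169183905) had 9.72 ± 3.17 FPKM in 2DF, 1.62 ± 0.475 in 2DC and 0.321 ± 0.228 in 3DF, with log2 fold changes of 2.57 (SE 0.30, edgeR adjusted p = 0.00108) and -4.86 (SE 0.47, edgeR adjusted p = 0.000612).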

A gene set with high relative expression in 2DF further distinguished this condition from the others. Thus, both ECM dimensionality (3D vs. 2D) and structure (fibrillar vs. non-fibrillar) impacted the pattern of keratocyte gene expression.

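Tested for any difference among the 3 conditions in one model, 2840 of 13697 genes had an edgeR adjusted p of at most 0.05, and 1339 of them were among the DEGs of the pairwise comparisons. The count moved most without 2DC replicate 2, to 1728, and rose to 3404 without 3DF replicate 1. From the separation of the samples in the PCA, the numbers of DEGs and the groups of genes in the heatmap (Figure 1B–D), the paper concludes that ECM dimensionality and ECM structure both changed the pattern of gene expression in keratocytes.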

Similar observations were made regarding the principal component and differential expression analyses when performed for all five conditions (Figure 2). 

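The comparisons that cross the culture format gave many more DEGs than those of density or digestion. There were 1557 DEGs between 3DF_50 and 2DC (574 higher, 983 lower), 1386 between 3DF and 2DC_L (575 higher, 811 lower) and 587 between 3DF_50 and 2DF (190 higher, 397 lower). Between 2DF and 2DC_L there were 972 (386 higher, 586 lower). The comparison of 3DF_50 with 2DC_L gave 1801 (673 higher, 1128 lower). In that pair, libraries with the same replicate number shared deviations from their condition means (mean correlation over genes 0.21), and a model that blocks on the replicate number gave 1839. Scaled by library size alone, the median log2 fold change was 0.365 for 3DF_50 vs. 2DC, 0.359 for 3DF_50 vs. 2DC_L, 0.180 for 3DF vs. 2DC_L, 0.247 for 3DF_50 vs. 2DF and 0.110 for 2DF vs. 2DC_L. The splits then turned to 1206 higher and 633 lower, 1357 and 747, 835 and 643, and 394 and 287, and for 2DF vs. 2DC_L to 479 and 511. Of the 3DF vs. 2DC calls, 925 (90.7%) were also called in the same direction against 2DC_L, as were 591 (89.8%) of the 2DF vs. 2DC calls.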

Changing the cell density or omitting the digestion media incubation had the smallest effects on differential gene expression. 

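In a PCA of all 15 libraries on log2(FPKM + 1) of 19901 genes, the first component held 49.44% of the variance and the second 13.72%. The first component placed 2DC_L at 32.3 to 40.0, 2DC at 22.7 to 28.6, 2DF at -11.1 to -1.25, 3DF at -25.8 to -21.6 and 3DF_50 at -36.5 to -30.0 (n = 3 each). The second set 2DF (-26.8 to -18.1) apart, with 3DF replicate 1 at the other end (35.8). The mean distance was 35.3 between 2DC and 2DC_L, beside 31.4 within 2DC and 30.1 within 2DC_L. Between 3DF and 3DF_50 it was 45.4, beside 41.8 and 33.1 within them. Distances between the other conditions were larger, from 52.7 to 74.1. Differences between the 5 conditions took 71.66% of the sum of squares, a share that 1 of the 1401400 splits into 5 groups of 3 reached (exact permutation test, p = 7.14e-07, one-sided). Scaling every gene to unit variance moved the first component most, to 25.19%.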

In the PCA plot, the two 3D conditions clustered together (3DF, 3DF_50) and the two collagen-coated conditions clustered together (2DC, 2DC_L) indicating similar gene expression profiles (Figure 2A). 

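There were 60 DEGs between 3DF and 3DF_50, 42 higher and 18 lower in 3DF, and 201 by DESeq2. Scaled by library size alone, the median log2 fold change fell to -0.149 and the calls split into 24 higher and 29 lower. The count depends on single libraries. It was 0 without 3DF_50 replicate 1, with 1847 genes at an unadjusted p under 0.05, 0 without 3DF_50 replicate 2, with 1491 such genes, and 77 without 3DF replicate 1. Blocking on the replicate number gave 86 DEGs (correlation of same-numbered libraries -0.12). NEGR1 (chromosome 13, 93665883 to 94608231) rose most in 3DF, with a log2 fold change of 2.09 (SE 0.21, edgeR adjusted p = 0.0143), in 4 of 6 fits, followed by ASTN1 and PLXNC1. RAB26, UNC13D and ISG20 fell most (log2 fold changes of -2.35, -2.14 and -2.14). Of the collagens, laminins and integrins, COL14A1, COL4A4, LAMA2 and ITGA2 were called, all higher in 3DF, but none of the integrins and laminins was called with library size alone. LAMA2 had 3.23 ± 0.136 FPKM in 3DF and 1.35 ± 0.411 in 3DF_50 (n = 3). Between 2DC and 2DC_L there were 36 DEGs, 35 higher and 1 lower in 2DC, and 28 to 38 without 1 library. The block gave 37 (correlation 0.18). The lower gene, LOC108176098, has no symbol and is named here after its values were seen. Of 37 early response genes on a hand-written list, 19 were called, all higher in 2DC, while 0 of 11 heat shock genes were called, and 0 had an unadjusted p under 0.05. FOS (chromosome 20, 29860066 to 29863336) rose most, from 0.302 ± 0.0465 FPKM in 2DC_L to 242 ± 31.1 in 2DC, a log2 fold change of 9.66 (SE 0.17, edgeR adjusted p = 1.32e-07). EGR1 and DUSP2 followed with 7.93 (SE 0.18, edgeR adjusted p = 2.76e-07) and 7.31 (SE 0.30, edgeR adjusted p = 1.17e-05).

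**Figure D2:**
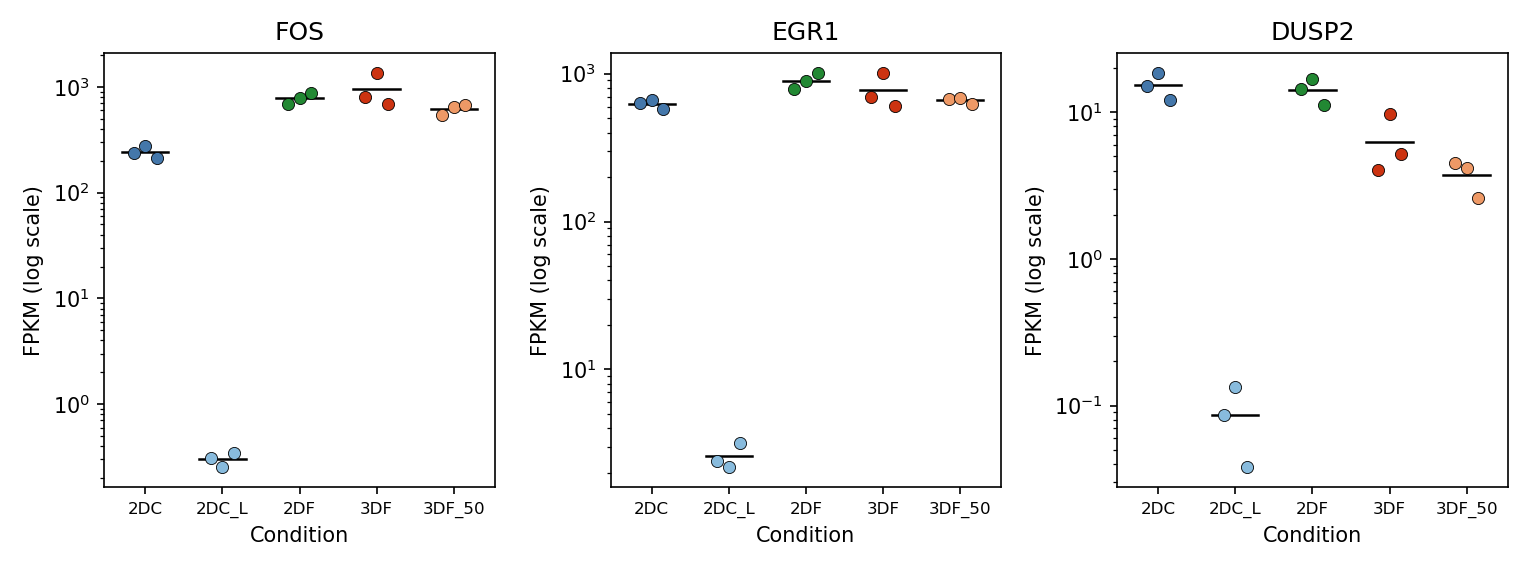
FPKM of FOS, EGR1 and DUSP2 in each library (points, logarithmic axis) of the 5 conditions, with lines at the means. For FOS the 2DC_L libraries lie at 0.311, 0.251 and 0.343 FPKM and the 2DC libraries at 237, 275 and 214.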

From the differential expression analysis, 3DF vs. 3DF_50 had only 203 DEGs, many of which were related to cell–ECM interactions, and 2DC vs. 2DC_L had only 50 DEGs, which were mainly associated with the early cellular response to external stimuli and the regulation of cell stress response (Figure 2B and Figure S2). 

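Over all 10 pairs of conditions, 2698 different genes were DEGs in at least 1 comparison, and 2864 with DESeq2. The total changed little without single libraries (2610 to 2818) and most without the limit on the fold change (7437).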

The differential gene set generated from all ten pairwise comparisons consisted of 2876 genes. The corresponding relative expression heatmap showed several sets of genes with distinct patterns of expression across the five conditions, once again distinguishing 3D conditions from 2D, and fibrillar from non-fibrillar (Figure S3). Given the small difference in gene expression between 2DC vs. 2DC_L, and 3DF vs. 3DF_50, we continued to focus our analysis on three of the five experimental conditions—2DC, 2DF, and 3DF—so that we could more directly compare the effects of ECM structure and dimensionality.

### 3.2. Expression of Common Markers for Quiescent and Activated Cells

NRKs cultured in 2DC, 2DF, and 3DF conditions showed similarly high levels of expression for genes that are commonly associated with normal keratocytes. Genes encoding native stromal proteoglycans such as keratocan (KERA), lumican (LUM), decorin (DCN), and mimecan (OGN), as well as the corneal crystallins aldehyde dehydrogenase 1 family member A1 (ALDH1A1) and transketolase (TKT), did not show significant differential expression in the comparisons of these three conditions (Figure 3A,B) [22,33,37,42]. However, these genes tended to have the highest expression levels for cells in 3D relative to the 2D conditions. In contrast, genes encoding type I and type V collagens, the primary fibrillar collagens that make up the corneal stroma [22,43], had the lowest expression levels in the 3D condition (Figure 3C). 

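None of the 6 genes was a DEG in any of the 3 comparisons, in the main test or in DESeq2, and none became one in 3DF vs. 2DC when a library was left out. Their log2 fold changes in 3DF vs. 2DC were 0.19 (edgeR adjusted p = 0.631) for KERA, 0.39 (edgeR adjusted p = 0.187) for LUM, 0.18 (edgeR adjusted p = 0.524) for DCN, 0.039 (edgeR adjusted p = 0.947) for OGN and 0.29 (edgeR adjusted p = 0.172) for ALDH1A1. TKT passed the adjusted p but not the limit on the fold change in that comparison, at 0.60 (SE 0.13, edgeR adjusted p = 0.018). The values in 2DF vs. 2DC were -0.33 for KERA, 0.31 for LUM, -0.21 for DCN, -0.68 for OGN, 0.11 for ALDH1A1 and 0.35 for TKT, with adjusted p from 0.0545 to 0.55 in edgeR.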

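Mean expression was highest in 3DF for all 6 genes. LUM had 10311 ± 1838 FPKM in 3DF, 9642 ± 998 in 2DF and 7819 ± 794 in 2DC (n = 3), and TKT 845 ± 91.4, 707 ± 62.3 and 556 ± 7.46. ALDH1A1 ran from 559 ± 57.7 in 2DC to 688 ± 17.7 in 3DF. DCN, KERA and OGN had their lowest mean in 2DF. The DCN means were 8035 ± 349 FPKM in 2DF, 9322 ± 699.5 in 2DC and 10674 ± 1907 in 3DF. OGN had 7516 ± 3735 FPKM in 3DF against 7251 ± 1284 in 2DC, so that its difference lay inside the spread of the 3DF libraries. Without 3DF replicate 1 the log2 fold change in 3DF vs. 2DC turned to -0.093 for KERA and -0.44 for OGN. Without 2DC replicate 3 it turned to -0.075 for OGN.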

Gene expression for collagen type I alpha 1 chain (COL1A1) was significantly downregulated in 3DF as compared to 2DC, and collagen type V alpha 3 chain (COL5A3) was significantly downregulated in both 2DF and 3DF compared to 2DC. 

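COL1A1 (chromosome 19, 37474894 to 37490691) fell from 17749 ± 3361 FPKM in 2DC to 10479 ± 2755 in 2DF and 6376 ± 824 in 3DF (n = 3). The log2 fold change of COL1A1 was -1.49 (SE 0.21, edgeR adjusted p = 0.00249) in 3DF vs. 2DC, in 6 of 6 fits that left out a library, and -0.76 (edgeR adjusted p = 0.0762) in 2DF vs. 2DC. The counts of COL1A1 took on average 8.00% of a 2DC library and 3.24% of a 3DF library. COL5A3 (scaffold Un0135, 271760 to 310395) had 23.5 ± 8.50, 2.04 ± 1.90 and 1.16 ± 0.447 FPKM in 2DC, 2DF and 3DF. The log2 fold changes were -4.35 (SE 0.37, edgeR adjusted p = 0.00027) in 3DF vs. 2DC and -3.52 (SE 0.57, edgeR adjusted p = 0.00489) in 2DF vs. 2DC, each kept in all 6 fits. Between 3DF and 2DF they were -0.71 (edgeR adjusted p = 0.15) for COL1A1 and -0.81 (edgeR adjusted p = 0.421) for COL5A3.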

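The mean level of COL5A1 was 970.2 ± 119 FPKM in 2DC, 807 ± 141 in 2DF and 556 ± 142 in 3DF (n = 3). In 3DF vs. 2DC its log2 fold change was -0.81 (SE 0.20, edgeR adjusted p = 0.0305), so the adjusted p passed and the fold change did not. It was called in 1 of 6 fits that left out a library. In 2DF vs. 2DC it was -0.26 (edgeR adjusted p = 0.308).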

Collagen type V alpha 1 chain (COL5A1) was not significantly differentially expressed; however, it followed a similar pattern with 2DC having the highest expression levels, followed by 2DF, then 3DF.

Several genes that are commonly associated with activated stromal cells or fibrosis were differentially expressed when comparing NRKs cultured in 2D and 3D environments. Marker of proliferation Ki-67 (MKI67) and proliferating cell nuclear antigen (PCNA), two genes involved in cell proliferation [39,44,45,46], both showed lower expression in 2DF and 3DF relative to 2DC (Figure 3D). 

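MKI67 had 1.55 ± 1.63 FPKM in 2DC (n = 3), with 0.199, 1.09 and 3.36 in replicates 1, 2 and 3. It fell to 0.0296 ± 0.0359 in 2DF and was at least 103-fold lower in 3DF (edgeR adjusted p = 0.00539). The log2 fold change in 2DF vs. 2DC was -5.66 (SE 1.16, edgeR adjusted p = 0.0132), called in 4 of 6 fits that left out a library. PCNA was not a DEG. It had 38.0 ± 19.5 FPKM in 2DC, 22.1 ± 2.00 in 2DF and 22.8 ± 2.67 in 3DF, and log2 fold changes of -0.75 (edgeR adjusted p = 0.17) in 3DF and -0.77 (edgeR adjusted p = 0.137) in 2DF against 2DC.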

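TNC (scaffold Un0001, 12560675 to 12654800) had 46.4 ± 27.4 FPKM in 2DC, 3.06 ± 3.10 in 2DF and 0.396 ± 0.0620 in 3DF (n = 3). Its log2 fold changes were -6.88 (SE 0.51, edgeR adjusted p = 0.000161) in 3DF vs. 2DC and -2.94 (SE 0.62, edgeR adjusted p = 0.0213) in 3DF vs. 2DF, the latter in 4 of 6 fits that left out a library. BGN was at 357 ± 47.6, 456 ± 68.7 and 127 ± 20.1 FPKM in 2DC, 2DF and 3DF, with changes of -1.50 (SE 0.17, edgeR adjusted p = 8e-04) and -1.84 (SE 0.18, edgeR adjusted p = 0.000636) in 3DF against 2DC and 2DF. For FN1 the levels were 793 ± 185, 569 ± 128 and 246 ± 45.3 and the changes -1.70 (SE 0.23, edgeR adjusted p = 0.00189) and -1.21 (SE 0.22, edgeR adjusted p = 0.0107). COL3A1 was low in this data set, at 1.49 ± 0.799 FPKM in 2DC and 0.252 ± 0.0540 in 3DF. It was called in 3DF vs. 2DC (-2.58, SE 0.42, edgeR adjusted p = 0.00524). In 3DF vs. 2DF it was not, at -1.32 (SE 0.34, edgeR adjusted p = 0.0506), while DESeq2 called it.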

Genes encoding ECM components associated with fibrosis and wound healing, such as type III collagen (COL3A1) [47,48], tenascin C (TNC) [49,50,51], biglycan (BGN) [47,52], and fibronectin (FN1) [48,53], were significantly downregulated in 3D as compared to both 2D conditions (Figure 3E). COL3A1 and TNC also showed significant differential expression when comparing the two 2D conditions, with expression levels being downregulated in 2DF relative to 2DC. 

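Between 2DF and 2DC the log2 fold change of TNC was -3.92 (SE 0.72, edgeR adjusted p = 0.00851), in 6 of 6 fits that left out a library. That of COL3A1 was -1.24 (SE 0.41, edgeR adjusted p = 0.0781) with 0.630 ± 0.223 FPKM in 2DF, called by DESeq2 and in 1 of 6 fits. BGN and FN1 were not DEGs, at 0.36 (edgeR adjusted p = 0.132) and -0.47 (edgeR adjusted p = 0.18).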

Genes encoding cytoskeletal components that typically show increased expression in activated stromal cells, including alpha-smooth muscle actin (α-SMA; ACTA2) [38,54], integrin subunit alpha 5 (ITGA5) [36,47,55], beta actin (ACTB) [36,56], and vimentin (VIM) [57], showed a similar trend where 2DC had the highest expression and 3DF had the lowest (Figure 3F). 

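VIM fell from 1154 ± 277 FPKM in 2DC to 813 ± 55.1 in 2DF and 572 ± 15.5 in 3DF (n = 3), a log2 fold change of -1.02 (SE 0.18, edgeR adjusted p = 0.00793) in 3DF vs. 2DC that was called in 4 of 6 fits without 1 library. ACTB had 1108 ± 66.5, 893 ± 199 and 639 ± 122 FPKM and a change of -0.80 (SE 0.16, edgeR adjusted p = 0.0123). ITGA5 had 17.2 ± 1.26, 14.5 ± 1.57 and 12.7 ± 2.03 FPKM and a change of -0.45 (SE 0.14, edgeR adjusted p = 0.0679). Between 2DF and 2DC none of the 3 was a DEG, at -0.50 for VIM, -0.31 for ACTB and -0.24 for ITGA5.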

As expected for serum-free culture, ACTA2 expression levels were very low for all three conditions; however, its expression was significantly downregulated in both 2DF and 3DF as compared to 2DC. 

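ACTA2 (chromosome 18, 36853676 to 36870691) had 1.32 ± 0.517 FPKM in 2DC, 0.358 ± 0.171 in 2DF and 0.120 ± 0.0573 in 3DF (n = 3). The log2 fold changes against 2DC were -3.40 (SE 0.49, edgeR adjusted p = 0.00276) in 3DF, called in 6 of 6 fits without 1 library, and -1.85 (SE 0.48, edgeR adjusted p = 0.0337) in 2DF, called in 1 of 6.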

Overall, the gene expression levels for these common markers of normal keratocytes and activated stromal cells appear to point toward a more quiescent transcriptional profile for cells cultured in 3D fibrillar collagen.

### 3.3. Pathway Enrichment Analysis

KEGG enrichment analysis was performed for the comparisons of 3DF vs. 2DC, 2DF vs. 2DC, and 3DF vs. 2DF to identify significantly enriched biological functions and signal transduction pathways associated with DEGs (Figure 4). 

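Pathway membership here comes from gene lists written by hand, not from KEGG. Overlaps with the DEGs were tested by one-sided Fisher's exact tests against all tested genes, with adjusted p over the 6 lists and 3 comparisons. Genes of steroid biosynthesis were over-represented in 3DF vs. 2DC (10 of 17, all lower; odds ratio 17.6, adjusted p = 4.17e-07, Fisher's exact test) and in 2DF vs. 2DC (9 of 17, all lower; odds ratio 21.8, adjusted p = 2.65e-07). SQLE (chromosome 3, 140710599 to 140735970) fell from 34.9 ± 11.2 FPKM in 2DC to 9.00 ± 2.26 in 2DF and 2.68 ± 0.0741 in 3DF (n = 3). In the terpenoid backbone list 7 of 20 genes were called in 3DF vs. 2DC (odds ratio 6.62, adjusted p = 0.001), and 6 of 20 in 2DF vs. 2DC (odds ratio 8.27, adjusted p = 8e-04). In 3DF vs. 2DF this list had 3 calls of 20 (odds ratio 4.51, adjusted p = 0.0456), and the result moved most without single libraries, to between 0.0522 and 0.488.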

Overall, pathways related to cell–ECM interactions, ECM maintenance, cell adhesion, motility, proliferation, and metabolism were significantly enriched for these comparisons. 

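The hand-written list for ECM–receptor interaction was over-represented among the DEGs of 3DF vs. 2DC (18 of 65, 4 higher and 14 lower; odds ratio 4.75, adjusted p = 4.15e-06, Fisher's exact test), 2DF vs. 2DC (12 of 66, 5 higher and 7 lower; odds ratio 4.31, adjusted p = 0.000253) and 3DF vs. 2DF (8 of 64, 3 higher and 5 lower; odds ratio 3.68, adjusted p = 0.00452). The collagens, which make up much of the protein digestion and absorption pathway, gave 17 of 34 in 3DF vs. 2DC (odds ratio 12.4, adjusted p = 9.26e-10), 6 of 34 in 2DF vs. 2DC (odds ratio 4.13, adjusted p = 0.00897) and 4 of 32 in 3DF vs. 2DF (odds ratio 3.66, adjusted p = 0.0404). A core list of focal adhesion genes, without collagens, laminins or integrins, cannot stand for the whole KEGG pathway. It gave 14 of 96 in 3DF vs. 2DC (odds ratio 2.1, adjusted p = 0.0178) and 12 of 96 in 2DF vs. 2DC (odds ratio 2.77, adjusted p = 0.00452). Only IGF1 and KDR were called in 3DF vs. 2DF, both higher in 3DF (2 of 96, odds ratio 0.54, adjusted p = 0.935). The focal adhesion result moved most. With limma's camera on all genes its adjusted p was 0.603 in 3DF vs. 2DC and 0.401 in 2DF vs. 2DC, against 0.00386 to 0.0690 for 3DF vs. 2DC in the Fisher's exact tests without 1 library.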

For example, the ECM–receptor interaction, focal adhesion, and protein digestion and absorption pathways were significantly enriched in all three comparisons. This suggests that shifting from a 3D to a 2D culture system, or from a fibrillar to non-fibrillar ECM, significantly altered the expression of genes involved in cell adhesion, ECM synthesis, and remodeling. The cell cycle and PI3K-Akt signaling pathways were significantly enriched for the comparisons of 3DF vs. 2DC and 2DF vs. 2DC. 

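From a hand-written list of cell cycle genes, 17 of 96 tested genes were DEGs in 3DF vs. 2DC (odds ratio 2.66, adjusted p = 0.00157, one-sided Fisher's exact test) and 15 of 94 in 2DF vs. 2DC (odds ratio 3.7, adjusted p = 0.000202). In 3DF vs. 2DF 1 of 88 was a DEG (odds ratio 0.291, adjusted p = 0.967). Without single libraries the adjusted p ranged from 5.04e-10 to 0.0885 in 3DF vs. 2DC and from 6.65e-11 to 0.382 in 2DF vs. 2DC. No list was tested for PI3K-Akt signaling, which is not analysed here.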

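Of the cell cycle DEGs, 16 of 17 in 3DF vs. 2DC and 14 of 15 in 2DF vs. 2DC were lower in fibrillar collagen. The exception in each was SFN. Scaled by library size alone, 15 genes were lower and 2 higher in 3DF vs. 2DC, and 11 lower and 2 higher in 2DF vs. 2DC. A score, the mean over the list of log2(CPM + 1) centred per gene, averaged 0.120 ± 0.354 in 2DC, -0.166 ± 0.0453 in 2DF and -0.0894 ± 0.0284 in 3DF (n = 3). The 2DC libraries themselves ranged from -0.211 to 0.493, and their spread was wider than the differences between conditions. The difference was -0.209 for 3DF vs. 2DC and -0.285 for 2DF vs. 2DC (two-sided exact permutation tests, p = 0.4 for each, where 0.1 is the smallest p of 3 against 3). Against 2DC_L, with a score of 0.124 ± 0.0562, the differences were -0.213 for 3DF and -0.290 for 2DF, with no overlap (exact p = 0.1 for each). The 3DF vs. 2DC difference moved most when single libraries were left out, between -0.374 and -0.0222. CPM is scaled by library size only. On log2(FPKM + 1) the differences against 2DC were -0.265 for 3DF, with overlap (exact p = 0.2), and -0.290 for 2DF, without overlap (exact p = 0.1).

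**Figure D3:**
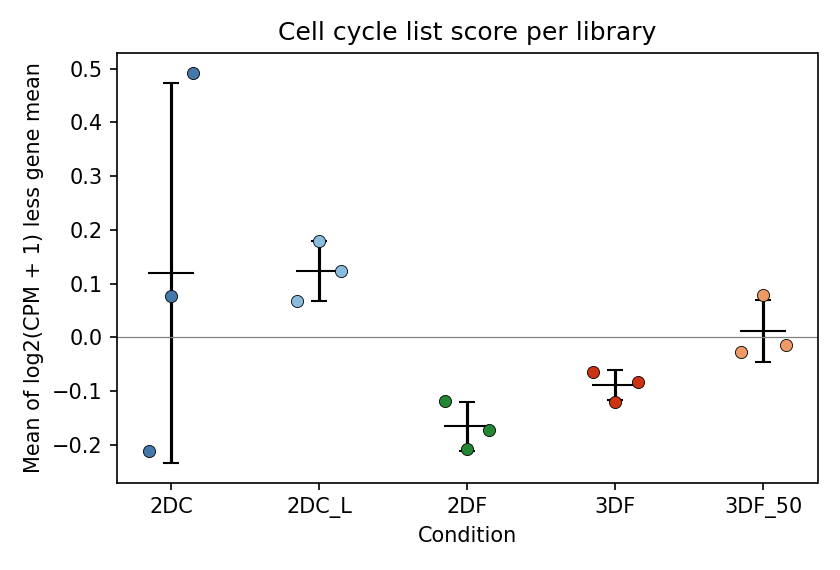
Cell cycle score of each library (points) by condition, with the mean and SD as bars. The 2DC libraries spread from -0.211 to 0.493, while the 2DF libraries average -0.166 and the 3DF libraries -0.0894.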

Genes in these pathways were primarily downregulated in these comparisons, indicating that cells in fibrillar collagen conditions may be less proliferative compared to those on collagen-coated substrates.

### 3.4. Differentially Expressed Genes of Interest

Differential expression analysis for 3DF vs. 2DC, 2DF vs. 2DC, and 3DF vs. 2DF identified many genes that were significantly differentially expressed in more than one comparison. Venn diagrams were created to visualize overlaps in the differential gene sets for these three comparisons, as well as to identify DEGs that were unique to each comparison (Figure 5A). For example, 3DF vs. 2DF had 145 upregulated and 122 downregulated genes that were only differentially expressed in this comparison. 

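Among the DEGs here, 117 were higher and 93 lower only in 3DF vs. 2DF. Their median log2 fold changes in that comparison were 1.44 and -1.43. Against 2DC the 117 genes had medians of 0.641 in 3DF and -0.876 in 2DF (107 tested), and 32 of them were called lower in 2DF. The 93 genes had medians of -0.534 in 3DF (84 tested) and 1.08 in 2DF, and 43 were called higher in 2DF. DESeq2 gave 145 and 122 genes, of which 113 and 86 were shared. Under the model with the experiment prefix both counts were 0, with 1247 genes at an unadjusted p under 0.05 in 3DF vs. 2DF.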

The overlapping areas for 3DF vs. 2DF and 3DF vs. 2DC (black outlines in Figure 5A) highlight sets of upregulated (162) and downregulated (129) genes that were likely differentially expressed due to the difference in ECM dimensionality. 

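The overlap of 3DF vs. 2DF and 3DF vs. 2DC without 2DF vs. 2DC held 146 higher and 107 lower genes, of which 142 and 102 were also in the sets from DESeq2. The median log2 fold changes of the 146 genes were 1.74 in 3DF vs. 2DC, 1.83 in 3DF vs. 2DF and 0.054 in 2DF vs. 2DC, where 123 of them were tested. Those of the 107 genes were -1.65, -1.55 and -0.086. In 3DF_50 vs. 2DC, 89 of the higher and 95 of the lower genes were called in the same direction. The counts ranged from 105 to 146 and from 72 to 124 when single libraries were left out.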

Sets of genes that were likely differentially expressed due to the presence or absence of fibrillar collagen are highlighted by the overlapping areas for 2DF vs. 2DC and 3DF vs. 2DC (104 upregulated, 289 downregulated, white outlines in Figure 5A).

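The overlap of 2DF vs. 2DC and 3DF vs. 2DC without 3DF vs. 2DF held 100 higher and 224 lower genes. DESeq2 gave 105 and 289, with 92 and 220 shared. For the 100 genes the median log2 fold change was 1.48 in 3DF and 1.57 in 2DF against 2DC, and 0.015 in 3DF vs. 2DF. For the 224 it was -2.26 and -2.04 against 2DC, and -0.235 in 3DF vs. 2DF without the 61 that did not pass the filter on low counts in that comparison. In 3DF_50 vs. 2DC, 84 and 220 of them were called in the same direction. The lower set was the less stable of the pair, with 128 to 292 genes without single libraries, against 61 to 110 in the higher set.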

A subset of significant DEGs of interest were selected from the differential expression and KEGG pathway analyses and were organized into several categories based on their primary roles/functions and the types of proteins they encode. The most prominent categories were ECM, cell–matrix interactions, cell–cell interactions, cytoskeleton and cell mechanics, cell cycle, proliferation and apoptosis, and growth factor and cytokine signaling (Figure 5B). The relative expression heatmaps for these gene sets help to further highlight the overall trends in differential expression and to identify DEGs that distinguish cells in 3D culture from those in 2D, as well as fibrillar from non-fibrillar.

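Of 34 tested collagen genes, 17 were DEGs in 3DF vs. 2DC, and COL17A1 was the only one higher in 3DF. With scaling by library size alone 14 of them were called lower. In 2DF vs. 2DC, COL14A1, COL4A3, COL4A4 and COL5A3 were lower and COL10A1 and COL23A1 higher in 2DF. COL14A1 had 442 ± 70.8 FPKM in 2DC, 196 ± 33.7 in 2DF and 149.9 ± 8.77 in 3DF (n = 3), with log2 fold changes of -1.57 (SE 0.15, edgeR adjusted p = 0.000485) and -1.17 (SE 0.17, edgeR adjusted p = 0.00271) against 2DC. COL11A1 had 206 ± 48.0, 174 ± 56.5 and 54.5 ± 3.38 FPKM, with changes of -1.93 (SE 0.18, edgeR adjusted p = 0.000389) and -0.24 (edgeR adjusted p = 0.541).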

In general, cells in the 2DC condition exhibited the highest levels of expression for ECM-related genes, including an abundance of collagens, glycoproteins, and proteoglycans. Interestingly, genes encoding basement membrane collagens (COL4A1, COL4A3, COL4A4, COL7A1, COL8A1, COL8A2) [58] showed higher expression in 2D compared to 3D. 

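COL4A3 and COL4A4, which lie next to each other on chromosome 7, had the largest changes among these genes in 3DF vs. 2DC. COL4A3 fell from 249 ± 54.6 FPKM in 2DC to 74.3 ± 3.29 in 2DF and 40.8 ± 5.08 in 3DF (n = 3), and COL4A4 from 157 ± 37.0 to 61.9 ± 8.50 and 39.5 ± 3.73. In 3DF vs. 2DC the log2 fold changes were -2.62 (SE 0.20, edgeR adjusted p = 0.000163) and -2.00 (SE 0.19, edgeR adjusted p = 0.000453). Both passed the adjusted p but not the fold change in 3DF vs. 2DF, at -0.86 (edgeR adjusted p = 0.00688) and -0.64 (edgeR adjusted p = 0.0364). COL7A1 and COL8A2 were DEGs in both 3DF comparisons. COL7A1 changed by -1.17 against 2DC, called in 4 of 6 fits without 1 library, and by -1.52 (edgeR adjusted p = 0.00818) against 2DF, and COL8A2 by -1.31 and -1.59 (edgeR adjusted p = 0.00218). Their means were higher in 2DF (6.98 and 372 FPKM) than in 2DC (5.44 and 304 FPKM). COL4A1 and COL8A1 were DEGs in 3DF vs. 2DC, at -1.48 (edgeR adjusted p = 0.0196) and -1.03 (edgeR adjusted p = 0.0063), each in 4 of 6 fits without 1 library, but not in 3DF vs. 2DF (-1.09 (edgeR adjusted p = 0.0999) and -0.27 (edgeR adjusted p = 0.39)). DESeq2 called COL4A1 there.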

Perlecan (HSPG2), a proteoglycan that is another major ECM component of basement membranes [58,59], was also highly expressed in 2DC compared to both 2DF and 3DF. 

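HSPG2 (chromosome 13, 131388591 to 131490550) had 53.2 ± 3.55 FPKM in 2DC, 25.2 ± 6.39 in 2DF and 19.7 ± 6.08 in 3DF (n = 3). The log2 fold change of HSPG2 was -1.44 (SE 0.23, edgeR adjusted p = 0.00397) in 3DF vs. 2DC, called in 6 of 6 fits without 1 library, and -1.07 (SE 0.17, edgeR adjusted p = 0.00405) in 2DF vs. 2DC, called in 5 of 6.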

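ASPN (chromosome 1, 70308159 to 70332292) had 327 ± 94.7 FPKM in 2DC, 308 ± 182 in 2DF and 27.3 ± 6.55 in 3DF (n = 3). The log2 fold change of ASPN was -3.59 (SE 0.27, edgeR adjusted p = 0.000161) in 3DF vs. 2DC and -3.49 (SE 0.47, edgeR adjusted p = 0.00245) in 3DF vs. 2DF. FMOD had its highest mean in 2DF (282 ± 71.6 FPKM, against 202 ± 52.7 in 2DC and 75.4 ± 30.9 in 3DF), with changes of -1.43 (SE 0.31, edgeR adjusted p = 0.0165), in 4 of 6 fits without 1 library, and -1.90 (SE 0.29, edgeR adjusted p = 0.00431). FBN1 was not a DEG. It fell from 86.2 ± 7.34 FPKM in 2DC to 65.6 ± 4.31 in 2DF and 46.4 ± 2.81 in 3DF, at -0.90 (SE 0.12, edgeR adjusted p = 0.00223) in 3DF vs. 2DC.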

Several glycoproteins and proteoglycans associated with the regulation of TGFβ activity also had higher expression in 2D conditions, including asporin (ASPN), fibrillin 1 (FBN1), and fibromodulin (FMOD) [60]. Genes that showed higher expression in 3D included two transmembrane collagens (COL17A1, COL23A1) and several glycoproteins (NTN1, SPON1, THBS2) that play a role in cell adhesion [61]. 

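NTN1 (chromosome 19, 10173170 to 10368240) had 26.7 ± 3.07 FPKM in 3DF, 7.85 ± 1.91 in 2DF and 5.28 ± 1.38 in 2DC (n = 3). Its log2 fold change was 2.33 (SE 0.20, edgeR adjusted p = 0.00027) in 3DF vs. 2DC and 1.77 (SE 0.19, edgeR adjusted p = 0.000948) in 3DF vs. 2DF. COL17A1 was low, at 0.861 ± 0.376 FPKM in 3DF, 0.480 ± 0.357 in 2DF and 0.114 ± 0.111 in 2DC, with a change of 2.94 (SE 0.63, edgeR adjusted p = 0.0158) in 3DF vs. 2DC and 0.84 (edgeR adjusted p = 0.357) in 3DF vs. 2DF. Within conditions its level rose with the epithelial marker genes (Pearson r = 0.92, exact permutation p = 9e-04, two-sided). COL23A1 and THBS2 were highest in 2DF. COL23A1 had 2.25 ± 0.265 FPKM in 2DF, 1.29 ± 0.544 in 3DF and 0.718 ± 0.238 in 2DC, and THBS2 407 ± 29.3, 262 ± 35.6 and 157 ± 11.1. Both were DEGs in 2DF vs. 2DC, at 1.66 (edgeR adjusted p = 0.00475) and 1.38 (edgeR adjusted p = 0.000247). Neither was in 3DF vs. 2DC, at 0.84 (edgeR adjusted p = 0.19) and 0.73 (edgeR adjusted p = 0.0111).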

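CTHRC1 (chromosome 3, 118775500 to 118791597) rose from 1.33 ± 0.171 FPKM in 2DC and 1.93 ± 0.813 in 2DF to 13.0 ± 3.20 in 3DF (n = 3), log2 fold changes in 3DF of 3.26 (SE 0.25, edgeR adjusted p = 0.000184) against 2DC and 2.75 (SE 0.33, edgeR adjusted p = 0.00146) against 2DF. CRISPLD2 had 14.3 ± 1.81, 33.0 ± 7.97 and 73.0 ± 13.3 FPKM in 2DC, 2DF and 3DF, with changes of 2.34 (SE 0.17, edgeR adjusted p = 0.000161) and 1.15 (SE 0.20, edgeR adjusted p = 0.00981) in 3DF against 2DC and 2DF. SPON1 had 5.47 ± 0.850, 7.06 ± 2.74 and 11.2 ± 1.08 FPKM. It was a DEG in 3DF vs. 2DC (1.02, SE 0.15, edgeR adjusted p = 0.00286) in 4 of 6 fits without 1 library, and not in 3DF vs. 2DF (0.67 (edgeR adjusted p = 0.139)). MATN4 was raised in both fibrillar conditions, at 90.8 ± 17.8 FPKM in 2DF and 81.1 ± 33.7 in 3DF against 20.4 ± 5.84 in 2DC. Its change in 3DF vs. 2DF was -0.16 (edgeR adjusted p = 0.756), and its sign turned without 2DF replicate 2 or 3DF replicate 3.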

Additional genes encoding glycoproteins involved in tissue development and remodeling that were highly expressed in 3D included SPON1, CTHRC1, CRISPLD2, and MATN4.

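MMP2 (chromosome 5, 11717915 to 11743377) had 831 ± 18.4 FPKM in 2DC, 2268 ± 91.1 in 2DF and 1366 ± 157 in 3DF (n = 3). Its log2 fold change was 1.45 (SE 0.11, edgeR adjusted p = 0.000226) in 2DF vs. 2DC. In 3DF vs. 2DC it was 0.71 (SE 0.14, edgeR adjusted p = 0.0108), below the limit on the fold change. MMP14 had 68.6 ± 7.05, 174 ± 35.3 and 159.7 ± 54.0 FPKM, with changes of 1.35 (SE 0.16, edgeR adjusted p = 0.00112) in 2DF and 1.21 (SE 0.25, edgeR adjusted p = 0.0131) in 3DF, the latter called in 4 of 6 fits without 1 library.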

Two notable genes involved in cell–matrix interactions that were upregulated in fibrillar collagen conditions were the matrix metalloproteinases MMP2 and MMP14. These MMPs are involved in the breakdown of ECM in normal physiological processes such as development and tissue remodeling, and MMP14 has been shown to be especially important for cell migration and invasion in 3D matrices [62]. In contrast, MMPs that have been linked to wound healing and fibrosis (MMP9, 19, and 16) were more highly expressed in 2D. 

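MMP19 fell from 9.04 ± 3.16 FPKM in 2DC to 2.19 ± 0.92 in 2DF and 2.04 ± 0.603 in 3DF (n = 3), log2 fold changes against 2DC of -2.03 (SE 0.34, edgeR adjusted p = 0.00554) and -2.15 (SE 0.32, edgeR adjusted p = 0.00313). MMP16 had 11.9 ± 4.39, 2.84 ± 0.871 and 2.01 ± 0.310 FPKM and changes of -2.06 (SE 0.30, edgeR adjusted p = 0.00314) and -2.57 (SE 0.29, edgeR adjusted p = 0.000802). MMP9 was not a DEG in any comparison, with 2.54 ± 1.74 FPKM in 2DC, 3.60 ± 1.56 in 2DF and 1.87 ± 0.594 in 3DF. In 3DF vs. 2DC it changed by -0.45 (edgeR adjusted p = 0.555), which turned to 0.27 without 2DC replicate 3.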

Genes involved in cell–cell interactions were primarily downregulated in 3D compared to 2D, indicating that there may be fewer cell–cell contacts. This included several genes encoding cadherins (CDH11, CDH20, CDH8) and gap junctions (GJB3, GJB5). 

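CDH8 (chromosome 5, 17273684 to 17694377) fell from 38.6 ± 5.48 FPKM in 2DC to 12.7 ± 2.52 in 2DF and 4.18 ± 0.462 in 3DF (n = 3), with a log2 fold change of -3.22 (SE 0.15, edgeR adjusted p = 4.36e-05) in 3DF vs. 2DC and -1.60 (SE 0.17, edgeR adjusted p = 0.000882) in 3DF vs. 2DF. CDH20 had 4.83 ± 0.461, 5.67 ± 2.26 and 2.23 ± 0.115 FPKM and changes of -1.12 (SE 0.14, edgeR adjusted p = 0.00135) and -1.34 (SE 0.28, edgeR adjusted p = 0.0195), the latter in 3 of 6 fits without 1 library. CDH11 was not a DEG, at -0.65 (SE 0.12, edgeR adjusted p = 0.00879) in 3DF vs. 2DC, with 153 ± 16.1 FPKM in 2DC and 97.8 ± 2.33 in 3DF. GJB5 had 19.6 ± 5.85 FPKM in 2DC and 5.49 ± 1.16 in 3DF. It changed by -1.84 (SE 0.25, edgeR adjusted p = 0.00229) against 2DC and by -1.07 (edgeR adjusted p = 0.0399) against 2DF, the latter called in 2 of 6 fits.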

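PCDH18 (chromosome 15, 27157654 to 27172815) had 4.93 ± 0.452 FPKM in 2DC, 5.25 ± 0.237 in 2DF and 11.6 ± 0.598 in 3DF (n = 3), with log2 fold changes of 1.23 (SE 0.12, edgeR adjusted p = 0.000389) in 3DF vs. 2DC and 1.15 (SE 0.12, edgeR adjusted p = 0.000885) in 3DF vs. 2DF. For PCDH1 the levels were 0.947 ± 0.484, 1.60 ± 0.913 and 5.79 ± 1.14 and the changes 2.60 (SE 0.36, edgeR adjusted p = 0.0023) and 1.85 (SE 0.34, edgeR adjusted p = 0.0105). CDH5 had 2.23 ± 0.548, 5.47 ± 0.648 and 3.50 ± 1.20 FPKM. It was a DEG in 2DF vs. 2DC (1.30, SE 0.18, edgeR adjusted p = 0.0027) and not in 3DF vs. 2DC (0.64 (edgeR adjusted p = 0.167)).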

Genes involved in cell–cell interactions that were more highly expressed in 3D included protocadherins 1 and 18 (PCDH1, PCDH18), as well as cadherin 5 (CDH5), which was highly expressed in both fibrillar collagen conditions.

Many of the genes related to the cytoskeleton and cell mechanics also tended to be more highly expressed in the 2DC condition. This included several genes involved in the regulation of the actin cytoskeleton (FLNC, TPM2, FLNB, TAGLN), which help to support cell shape, contractility, and migration [63]. 

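TPM2 fell from 17.8 ± 3.00 FPKM in 2DC to 7.63 ± 2.19 in 2DF and 6.42 ± 1.68 in 3DF (n = 3). Against 2DC its log2 fold changes were -1.22 (SE 0.21, edgeR adjusted p = 0.00675) in 2DF, called in 5 of 6 fits without 1 library, and -1.48 (SE 0.23, edgeR adjusted p = 0.00355) in 3DF. FLNC was lowest in 2DF, at 3.13 ± 0.522 FPKM against 7.92 ± 0.895 in 2DC and 4.92 ± 1.99 in 3DF. It was a DEG in 2DF (-1.33 (edgeR adjusted p = 0.000602)) but not in 3DF (-0.70 (edgeR adjusted p = 0.104)). TAGLN had 4.56 ± 0.719, 2.27 ± 1.11 and 0.454 ± 0.172 FPKM. It was called in 3DF vs. 2DC (-3.34 (edgeR adjusted p = 0.000453)) but not in 2DF vs. 2DC (-0.998 (edgeR adjusted p = 0.104)), where DESeq2 called it.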

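TIAM1 (chromosome 14, 161234120 to 161678074) had 4.61 ± 0.490 FPKM in 2DC, 4.30 ± 0.453 in 2DF and 14.7 ± 1.44 in 3DF (n = 3), log2 fold changes of 1.67 (SE 0.13, edgeR adjusted p = 0.000207) and 1.78 (SE 0.14, edgeR adjusted p = 0.000407) in 3DF against 2DC and 2DF. TUBA4A had 12.7 ± 1.07, 25.1 ± 4.30 and 50.4 ± 3.16 FPKM and changes of 1.98 (SE 0.12, edgeR adjusted p = 0.000102) and 1.01 (SE 0.15, edgeR adjusted p = 0.00391), the latter in 3 of 6 fits without 1 library. MYLIP rose from 112 ± 26.8 FPKM in 2DC to 153 ± 22.5 in 2DF and 200.5 ± 8.62 in 3DF. Its changes, 0.83 (SE 0.17, edgeR adjusted p = 0.0142) in 3DF vs. 2DC and 0.39 (edgeR adjusted p = 0.159) in 3DF vs. 2DF, were below the limit on the fold change.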

Genes that showed higher expression in 3D and may contribute to the regulation of cell shape and motility in this condition included TIAM1, TUBA4A, and MYLIP.

In the cell cycle, proliferation and apoptosis category, genes that were more highly expressed in fibrillar conditions were primarily related to the promotion of cell survival (FOS, PIM1, and BCL2) [64,65]. 

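FOS rose to 786 ± 94.0 FPKM in 2DF and 953 ± 359 in 3DF (n = 3), log2 fold changes of 1.71 (SE 0.14, edgeR adjusted p = 0.000234) and 1.97 (SE 0.26, edgeR adjusted p = 0.00179) against 2DC. The digestion incubation also raised FOS, from 0.302 FPKM in 2DC_L to 242 in 2DC. Handling at harvest may therefore contribute to its level in 2DF and 3DF. PIM1 had 4.11 ± 0.448 FPKM in 2DC, 8.76 ± 0.549 in 2DF and 7.09 ± 1.45 in 3DF. BCL2 had 0.163 ± 0.0376, 0.531 ± 0.214 and 0.307 ± 0.0994 FPKM. Both were DEGs in 2DF vs. 2DC, PIM1 at 1.09 (SE 0.12, edgeR adjusted p = 0.000869) and BCL2 at 1.72 (SE 0.38, edgeR adjusted p = 0.0185), the latter in 2 of 6 fits without 1 library. In 3DF vs. 2DC neither was, at 0.78 (edgeR adjusted p = 0.0252) and 0.90 (edgeR adjusted p = 0.114).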

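CDK1 had 4.89 ± 5.05 FPKM in 2DC (n = 3), 0.0730 ± 0.0908 in 2DF and 0.0230 ± 0.0203 in 3DF, and its log2 fold change in 2DF vs. 2DC was -5.95 (SE 1.25, edgeR adjusted p = 0.0151), called in 3 of 6 fits without 1 library. E2F1 fell from 2.21 ± 1.69 FPKM to 0.154 ± 0.111 in 2DF and 0.0614 ± 0.0410 in 3DF, by -3.80 (SE 0.80, edgeR adjusted p = 0.0153) and -5.15 (SE 0.89, edgeR adjusted p = 0.00657) on the log2 scale. CDC25A was lower in both (2DF -1.78 (edgeR adjusted p = 0.0167), 3DF -1.53 (edgeR adjusted p = 0.0234)), in 3 of 6 and 2 of 6 fits. GADD45G changed by -1.31 (edgeR adjusted p = 0.00279) and -2.34 (edgeR adjusted p = 0.00276) and was called in every fit. However, GADD45G was also the only cell cycle gene called between 2DC and 2DC_L, higher in 2DC. Neither fibrillar condition was called lower than 2DC_L for it, so handling at harvest may contribute to its fall. CDC25B was called in 3DF (-1.08 (edgeR adjusted p = 0.00417)) and not in 2DF (-0.75 (edgeR adjusted p = 0.013)). CCNA2 was called in 2DF (-1.44 (edgeR adjusted p = 0.0403)), in 1 of 6 fits, and not in 3DF (-1.18 (edgeR adjusted p = 0.108)), where DESeq2 called it. PKMYT1 was as high in 2DF (1.61 ± 0.617 FPKM) as in 2DC (1.59 ± 1.05) and lower in 3DF (0.440 ± 0.131). It was a DEG in 3DF vs. 2DF (-1.87 (edgeR adjusted p = 0.0208)) but not in 3DF vs. 2DC (-1.85 (edgeR adjusted p = 0.0651)), where DESeq2 called it. CDC25C did not pass the filter on low counts, and its level in 2DF was at least 5.12-fold below that in 2DC.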

Key cell cycle regulators, such as cyclins, CDKs, checkpoints and phosphatases, were more highly expressed in the 2DC condition. Many genes related to growth factor and cytokine signaling were also differentially expressed between 2D and 3D conditions. Genes involved in regenerative and developmental signaling were found to be more highly expressed in 3D, while genes with roles in fibrotic and inflammatory signaling were more highly expressed in 2D.

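GDF5 rose from 1.92 ± 0.914 FPKM in 2DC and 2.16 ± 0.589 in 2DF to 6.02 ± 1.19 in 3DF (n = 3), log2 fold changes of 1.62 (SE 0.34, edgeR adjusted p = 0.0138) against 2DC and 1.48 (SE 0.26, edgeR adjusted p = 0.009) against 2DF. KDR had 46.0 ± 15.1, 52.6 ± 8.61 and 114 ± 2.07 FPKM and changes of 1.30 (SE 0.22, edgeR adjusted p = 0.00625) and 1.12 (SE 0.15, edgeR adjusted p = 0.0024). FGF10 had 54.2 ± 1.85, 48.2 ± 6.86 and 104 ± 16.7 FPKM. It was a DEG in 3DF vs. 2DF (1.12 (edgeR adjusted p = 0.00361)), while its change in 3DF vs. 2DC (0.93 (edgeR adjusted p = 0.00276)) was below the limit. Of the genes lower in 3DF, BMP6 changed by -1.28 (SE 0.15, edgeR adjusted p = 0.000897) against 2DC, with 7.95 ± 0.509 FPKM in 2DC and 3.29 ± 0.369 in 3DF. CSF1 changed by -1.29 (SE 0.34, edgeR adjusted p = 0.0344), in 3 of 6 fits without 1 library. PDGFC lay at the limit (-0.9998 (edgeR adjusted p = 0.00127)) and TGFB2 below it (-0.64 (edgeR adjusted p = 0.0172)).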

## 4. Discussion

The phenotypic responses of corneal keratocytes to their extracellular environment have been extensively studied in vitro. These previous studies primarily used 2D culture systems, despite keratocytes residing in a complex 3D fibrillar matrix in vivo. ECM dimensionality (3D vs. 2D) and structure (fibrillar vs. non-fibrillar) have been shown to significantly impact cellular morphology, cytoskeletal organization, and cell mechanics; however, the underlying transcriptional changes are not well understood [31,66,67]. In this study, we compared bulk RNA-seq profiles of keratocytes cultured under three conditions: 2D collagen-coated substrates (2DC), 2D fibrillar collagen (2DF), and 3D fibrillar collagen (3DF) to identify transcriptional changes driven by ECM dimensionality and structure.

In serum-free culture, normal rabbit keratocytes (NRKs) are known to express common keratocyte markers and are typically characterized as being mechanically quiescent. In this study, we were able to capture significant differences in gene expression between NRKs cultured in SF media on rigid 2D collagen-coated substrates, on 2D fibrillar collagen matrices, and within 3D fibrillar collagen matrices. These results suggest that even in the “non-activated” state that is characteristic of serum-free culture and normal in vivo conditions, these cells are still sensing and responding to biophysical cues from the extracellular environment on a transcriptional level.

By comparing cells in a 3D fibrillar collagen environment to those on a rigid collagen-coated surface (3DF vs. 2DC), we were able to capture the mixed effects of ECM dimensionality, structure, and stiffness on keratocyte gene expression. Comparing cells in 3D to those on top of fibrillar collagen matrices (3DF vs. 2DF) helped to further isolate dimensionality-driven transcriptional changes because the cells were exposed to the same fibrillar collagen cues (i.e., matrix structure and stiffness is matched), leaving dimensionality as the main variable. Lastly, the comparison of cells cultured on top of fibrillar collagen matrices to those on collagen-coated surfaces (2DF vs. 2DC) helped isolate the effects of matrix structure by comparing a 2D fibrillar collagen environment to a non-fibrillar collagen coating.

From these comparisons, two principal gene expression signatures emerged: dimensionality-dependent (3D vs. 2D) and structure-dependent (fibrillar vs. non-fibrillar). Dimensionality-dependent transcriptional regulation was defined by genes consistently differentially expressed in both 3DF vs. 2DC and 3DF vs. 2DF. Upregulated genes in these comparisons were primarily involved in ECM remodeling, metabolic adaptation, and stress/survival signaling. In contrast, downregulated genes encompassed many core cell cycle regulators (cyclins, CDKs, MCMs, checkpoint genes), and genes related to the cytoskeleton, cell contractility, cell–cell interactions, and ECM synthesis. 

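Of the 146 genes higher in both comparisons and not called higher in 2DF vs. 2DC, 0 were on a hand-written list of hypoxia and glycolysis genes. At an unadjusted p under 0.05, 5 of 22 listed genes were higher and 6 lower in 3DF vs. 2DC. In 3DF vs. 2DF 4 of 22 were higher and 7 lower. ADM and LOX were in the corresponding set of lower genes. LOX fell from 503 ± 27.7 FPKM in 2DC and 398 ± 57.9 in 2DF to 125 ± 20.8 in 3DF (n = 3), with log2 fold changes of -2.02 (SE 0.15, edgeR adjusted p = 0.000165) in 3DF vs. 2DC and -1.67 (SE 0.18, edgeR adjusted p = 0.000998) in 3DF vs. 2DF. For ADM they were -1.46 (SE 0.28, edgeR adjusted p = 0.0109) and -1.46 (SE 0.18, edgeR adjusted p = 0.00165).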

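None of the hand-written cell cycle genes was among the 107 genes lower in both 3DF comparisons without 2DF vs. 2DC. In 3DF vs. 2DF, 6 of 88 tested cell cycle genes were lower and 12 higher at an unadjusted p under 0.05, and PKMYT1 was the only DEG. By contrast 12 cell cycle genes were in the set of 224 genes lower in 2DF and 3DF than in 2DC. These were BUB1, BUB1B, CDC25A, CDC45, CDK1, CDKN2C, E2F1, GADD45G, MCM4, MCM5, SKP2 and TTK. Of these, GADD45G was also called higher in 2DC than in 2DC_L, and was not called lower against 2DC_L in either fibrillar condition. The set of 107 did hold the ECM genes COL11A1, COL7A1, COL8A2, FN1 and THBS3.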

Together with their related signaling pathways, these DEGs indicate that embedding keratocytes in 3D broadly reinforces a more quiescent, non-proliferative transcriptional state. Dimensionality-driven changes in cell phenotype have previously been demonstrated in studies of corneal keratocytes [32]. Previous work has shown that keratocytes maintain a more native morphology and pattern of ECM deposition when cultured in 3D matrices. For example, Thompson et al. observed that rabbit corneal keratocytes in 3D collagen matrices downregulate wound-healing-related responses compared to cells on 2D surfaces [20]. In addition, human corneal stromal stem cells grown in 3D scaffolds showed upregulation of keratocyte marker genes (KERA, LUM, ALDH3A1, etc.) relative to 2D conditions [68].

Structure-dependent regulation was defined by genes consistently differentially expressed in both 3DF vs. 2DC and 2DF vs. 2DC, highlighting transcriptional responses to fibrillar ECM regardless of if the cells were in a 2D or 3D environment. Upregulated genes pointed to altered cell–ECM interactions (integrin subunits and syndecans) and survival signaling (HGF, VEGFA, BCL2). 

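SDC4 (scaffold Un0027, 472401 to 481672) had 37.3 ± 3.04 FPKM in 2DC, 92.4 ± 19.6 in 2DF and 77.9 ± 6.43 in 3DF (n = 3), log2 fold changes of 1.32 (SE 0.14, edgeR adjusted p = 0.000892) and 1.05 (SE 0.12, edgeR adjusted p = 0.000895) against 2DC. SDC1 was lower in both, at -1.01 (edgeR adjusted p = 0.00198) and -1.92 (edgeR adjusted p = 0.000433). VEGFA had 35.6 ± 9.97, 129 ± 20.0 and 94.9 ± 15.4 FPKM, with changes of 1.87 (SE 0.20, edgeR adjusted p = 0.000734) and 1.41 (SE 0.21, edgeR adjusted p = 0.00336). HGF had 4.54 ± 1.55, 10.5 ± 1.72 and 10.6 ± 2.35 FPKM. Its changes of 1.22 (SE 0.23, edgeR adjusted p = 0.00967) and 1.21 (SE 0.27, edgeR adjusted p = 0.0183) were called in 5 of 6 and 2 of 6 fits without 1 library. The integrin list was matched by symbol and also holds ITGB3BP and ITGBL1, which are not integrin subunits. Of 23 genes of this list tested in 3DF vs. 2DC, 0 were DEGs, and 1 was higher and 7 lower at an unadjusted p under 0.05. In 2DF vs. 2DC only ITGA10 was a DEG, at 1.00 (edgeR adjusted p = 0.00624).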

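FGF1 (chromosome 3, 24575916 to 24671156) had 2.57 ± 0.365 FPKM in 2DC, 0.417 ± 0.163 in 2DF and 0.0724 ± 0.0432 in 3DF (n = 3), log2 fold changes of -2.61 (SE 0.27, edgeR adjusted p = 0.000695) and -5.10 (SE 0.36, edgeR adjusted p = 0.000159) against 2DC. PDGFB had 1.45 ± 0.510, 0.287 ± 0.0665 and 0.247 ± 0.0702 FPKM and changes of -2.33 (SE 0.36, edgeR adjusted p = 0.00394) and -2.55 (SE 0.36, edgeR adjusted p = 0.00272). IGF1 was lowest in 2DF, at 0.249 ± 0.148 FPKM against 2.72 ± 0.724 in 2DC and 0.92 ± 0.332 in 3DF, with changes of -3.44 (SE 0.37, edgeR adjusted p = 0.00076) and -1.57 (SE 0.29, edgeR adjusted p = 0.00854). COL4A2, with 1.31 ± 0.413 FPKM in 2DC, was a DEG in 3DF (-1.58 (edgeR adjusted p = 0.0187)) in 4 of 6 fits without 1 library and not in 2DF (-0.35 (edgeR adjusted p = 0.499)). COL4A5 was not called in 3DF (-1.16 (edgeR adjusted p = 0.12)), where DESeq2 called it, and not in 2DF (-0.85 (edgeR adjusted p = 0.28)), and COL4A6 in neither (-1.05 (edgeR adjusted p = 0.244) and -0.66 (edgeR adjusted p = 0.542)). COL4A1 was not a DEG in 2DF (-0.38 (edgeR adjusted p = 0.439)). Of 10 laminins tested, LAMA2 and LAMA5 were lower and LAMA1 and LAMC3 higher in 3DF than in 2DC, and LAMA4 was lower in 2DF (-1.22 (edgeR adjusted p = 0.014)). With scaling by library size alone, 1 laminin was lower and 2 higher in 3DF.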

Genes that appeared to be downregulated in response to fibrillar ECM included basement membrane collagens (COL4A1-5), laminins, fibronectin (FN1), tenascin-C (TNC), and proliferation-associated growth factors (FGF1, PDGFB, IGF1). Across both 2DF and 3DF conditions, keratocytes also consistently downregulated nearly all core cell cycle drivers, including cyclins (CCNA2, CCNB1/2, CCNE2), CDK1, replication factors (MCMs, CDC6, CDC45), and spindle checkpoint regulators (BUB1, BUB1B, CDC20, ESPL1) as compared to the 2DC condition. This pattern suggests that fibrillar ECM is the primary signal involved in the suppression of cell cycle gene expression, while 3D culture further reinforces this transcriptional profile. This finding aligns with the physiological behavior of corneal keratocytes, which are non-proliferative in the uninjured cornea [39]. 

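CDC45 (scaffold Un0288, 112069 to 151266) had 1.32 ± 0.981 FPKM in 2DC and 0.106 ± 0.0571 in 2DF (n = 3), a log2 fold change of -3.59 (SE 0.72, edgeR adjusted p = 0.0123), and was at least 21.2-fold lower in 3DF. BUB1B changed by -4.10 (SE 0.82, edgeR adjusted p = 0.0119) in 2DF and -4.38 (SE 0.82, edgeR adjusted p = 0.00926) in 3DF on the log2 scale, from 0.823 ± 0.648 FPKM in 2DC. BUB1, MCM4 and MCM5 were also DEGs in both. MCM5 changed by -2.27 (edgeR adjusted p = 0.016) and -1.74 (edgeR adjusted p = 0.0363), MCM4 by -1.62 (edgeR adjusted p = 0.0287) and -1.68 (edgeR adjusted p = 0.0277), and BUB1 by -2.11 (edgeR adjusted p = 0.0477) and -2.78 (edgeR adjusted p = 0.0187). Of the fits without 1 library in 2DF, 1 of 6 called MCM4, 1 of 6 BUB1, 3 of 6 MCM5, 4 of 6 CDC45 and 4 of 6 BUB1B. In 3DF, 1 of 6 called MCM4, 1 of 6 MCM5, 1 of 6 CDC20, 1 of 6 ESPL1, 4 of 6 BUB1, 4 of 6 CCNB2, 6 of 6 CDC45 and 6 of 6 BUB1B. CCNB2, CDC20 and ESPL1 were DEGs in 3DF (-3.91 (edgeR adjusted p = 0.0211), -2.59 (edgeR adjusted p = 0.0388) and -1.78 (edgeR adjusted p = 0.036)) and not in 2DF (-2.43 (edgeR adjusted p = 0.0922), -2.22 (edgeR adjusted p = 0.0586) and -1.38 (edgeR adjusted p = 0.0703)). The main test did not call CCNB1 (-3.61 (edgeR adjusted p = 0.0572) in 3DF), CCNE2 (-1.71 (edgeR adjusted p = 0.107) in 3DF), CDC6 (-1.46 (edgeR adjusted p = 0.0957)), MCM2 (-0.85 (edgeR adjusted p = 0.0942)), MCM3 (-1.32 (edgeR adjusted p = 0.0645)), MCM6 (-1.10 (edgeR adjusted p = 0.108)) or MCM7 (-0.55 (edgeR adjusted p = 0.177)). DESeq2 called CCNB1, CCNE2 and CDC6 in both comparisons, CCNB2, CDC20 and ESPL1 in 2DF, and MCM3 and MCM6 in 3DF. The 2DC libraries differ widely in these genes. CCNB1, for example, had 0.274, 2.26 and 5.88 FPKM in 2DC replicates 1, 2 and 3. Against 2DC_L the main test called 26 genes of the cell cycle list lower and 3 higher in 3DF. The lower genes included CCNA2, CCNB1, CCNE2, CDC6, MCM2, MCM3 and MCM6. In 2DF it called 22 lower and 3 higher against 2DC_L, with CCNB1, CCNB2, CCNE2, CDC20, ESPL1, MCM3 and MCM6 among the lower.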

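Between 3DF and 2DF the mean cell cycle score differed by 0.0764, with the higher mean in 3DF (two-sided exact permutation test, p = 0.2, n = 3). The conditions overlapped. On log2(FPKM + 1) the difference was 0.0247 (exact p = 0.6).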

Overall, these observed trends in differential gene expression suggest that cells exposed to fibrillar ECM suppress proliferation and ECM synthesis pathways while reinforcing cell adhesion and survival signaling.

In general, the transcriptional changes in 3D and fibrillar contexts compared to rigid 2D culture appear to align well with the state of stromal keratocytes observed in vivo. Across all conditions, classical markers of normal keratocytes (KERA, LUM, ALDH1A1) remained robustly expressed, with the highest relative expression levels often seen in the 3DF condition. In contrast, markers of stromal cell activation (ACTA2, POSTN, TAGLN, FN1) exhibited the lowest levels in 3DF, reinforcing that embedding keratocytes in 3D fibrillar ECM produces a transcriptional profile that reflects a more quiescent phenotype. These observations are consistent with prior studies of corneal keratocyte behavior that showed reduced activation when cells were cultured in more biomimetic matrices [69]. These patterns of gene expression also align well with recent single-cell RNA-seq (scRNA-seq) findings from our lab [70]. 

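POSTN (scaffold Un0021, 553962 to 588861) had 4.01 ± 1.92 FPKM in 2DC, 1.49 ± 0.479 in 2DF and 0.761 ± 0.308 in 3DF (n = 3). Its log2 fold change was -2.40 (SE 0.41, edgeR adjusted p = 0.0062) in 3DF and -1.43 (SE 0.37, edgeR adjusted p = 0.0332) in 2DF against 2DC, and -0.95 (edgeR adjusted p = 0.13) in 3DF vs. 2DF, where it was not a DEG. TAGLN changed by -2.32 (edgeR adjusted p = 0.0223) in 3DF vs. 2DF.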

Many of the genes that were upregulated in 3D culture appear to coincide with genes that were highly expressed in scRNA-seq clusters of keratocytes from normal rabbit corneas (e.g., KERA, DCN, ALDH1A1, TKT), whereas genes that were downregulated in 3D corresponded to those that had higher expression in scRNA-seq clusters of migratory and proliferative fibroblasts from corneas undergoing wound repair (e.g., TNC, BGN, ASPN, CDH11, VIM, MKI67, CDK1, CCNA2).

Although several markers of stromal cell activation and fibrosis were observed to be differentially expressed across our ECM conditions, these genes showed low levels of expression overall due to this study being limited to serum-free culture. Future experiments incorporating growth factors present during wound healing, such as PDGF and TGFβ, could be used to determine the extent to which 3D and fibrillar ECM is able to suppress the expression of these markers. Exploring transcriptional differences due to fibrillar ECM using the 2DF and 2DC conditions also presents a potential limitation of the current study, as these results may be confounded by the difference in stiffness between these two conditions. However, previous studies have demonstrated that NRKs in SF culture do not show significant phenotypic differences when cultured on 2D substrates of different stiffnesses [71]. There is also a lower effective cell density in the 3D condition as compared to the 2D conditions. However, changing the cell density in 3D culture had minimal effects on their transcriptional profile.

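Of the 1020 DEGs of 3DF vs. 2DC, 784 (76.9%) were also DEGs in the same direction in 3DF_50 vs. 2DC. Of the 967 that were tested in both, 527 (54.5%) lay farther from 2DC at the lower density. The share was 34.2% of the genes higher in 3DF and 68.3% of those lower, and the median ratio of the log2 fold changes was 1.04.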

## 5. Conclusions

This research provides new insights into the transcriptional differences underlying changes in phenotype observed between keratocytes in 2D and 3D culture. In general, 3D and fibrillar ECM environments appear to impose transcriptional changes that lead to widespread suppression of proliferation and ECM synthesis, while enhancing adhesion, mechanosensory, and survival signaling. The results of this study may help inform in vitro model selection when studying cell response to additional biochemical and biophysical cues, or when testing therapeutics, as cell response is likely to differ in 2D and 3D culture.

## Figures and Tables

**Figure 1:**
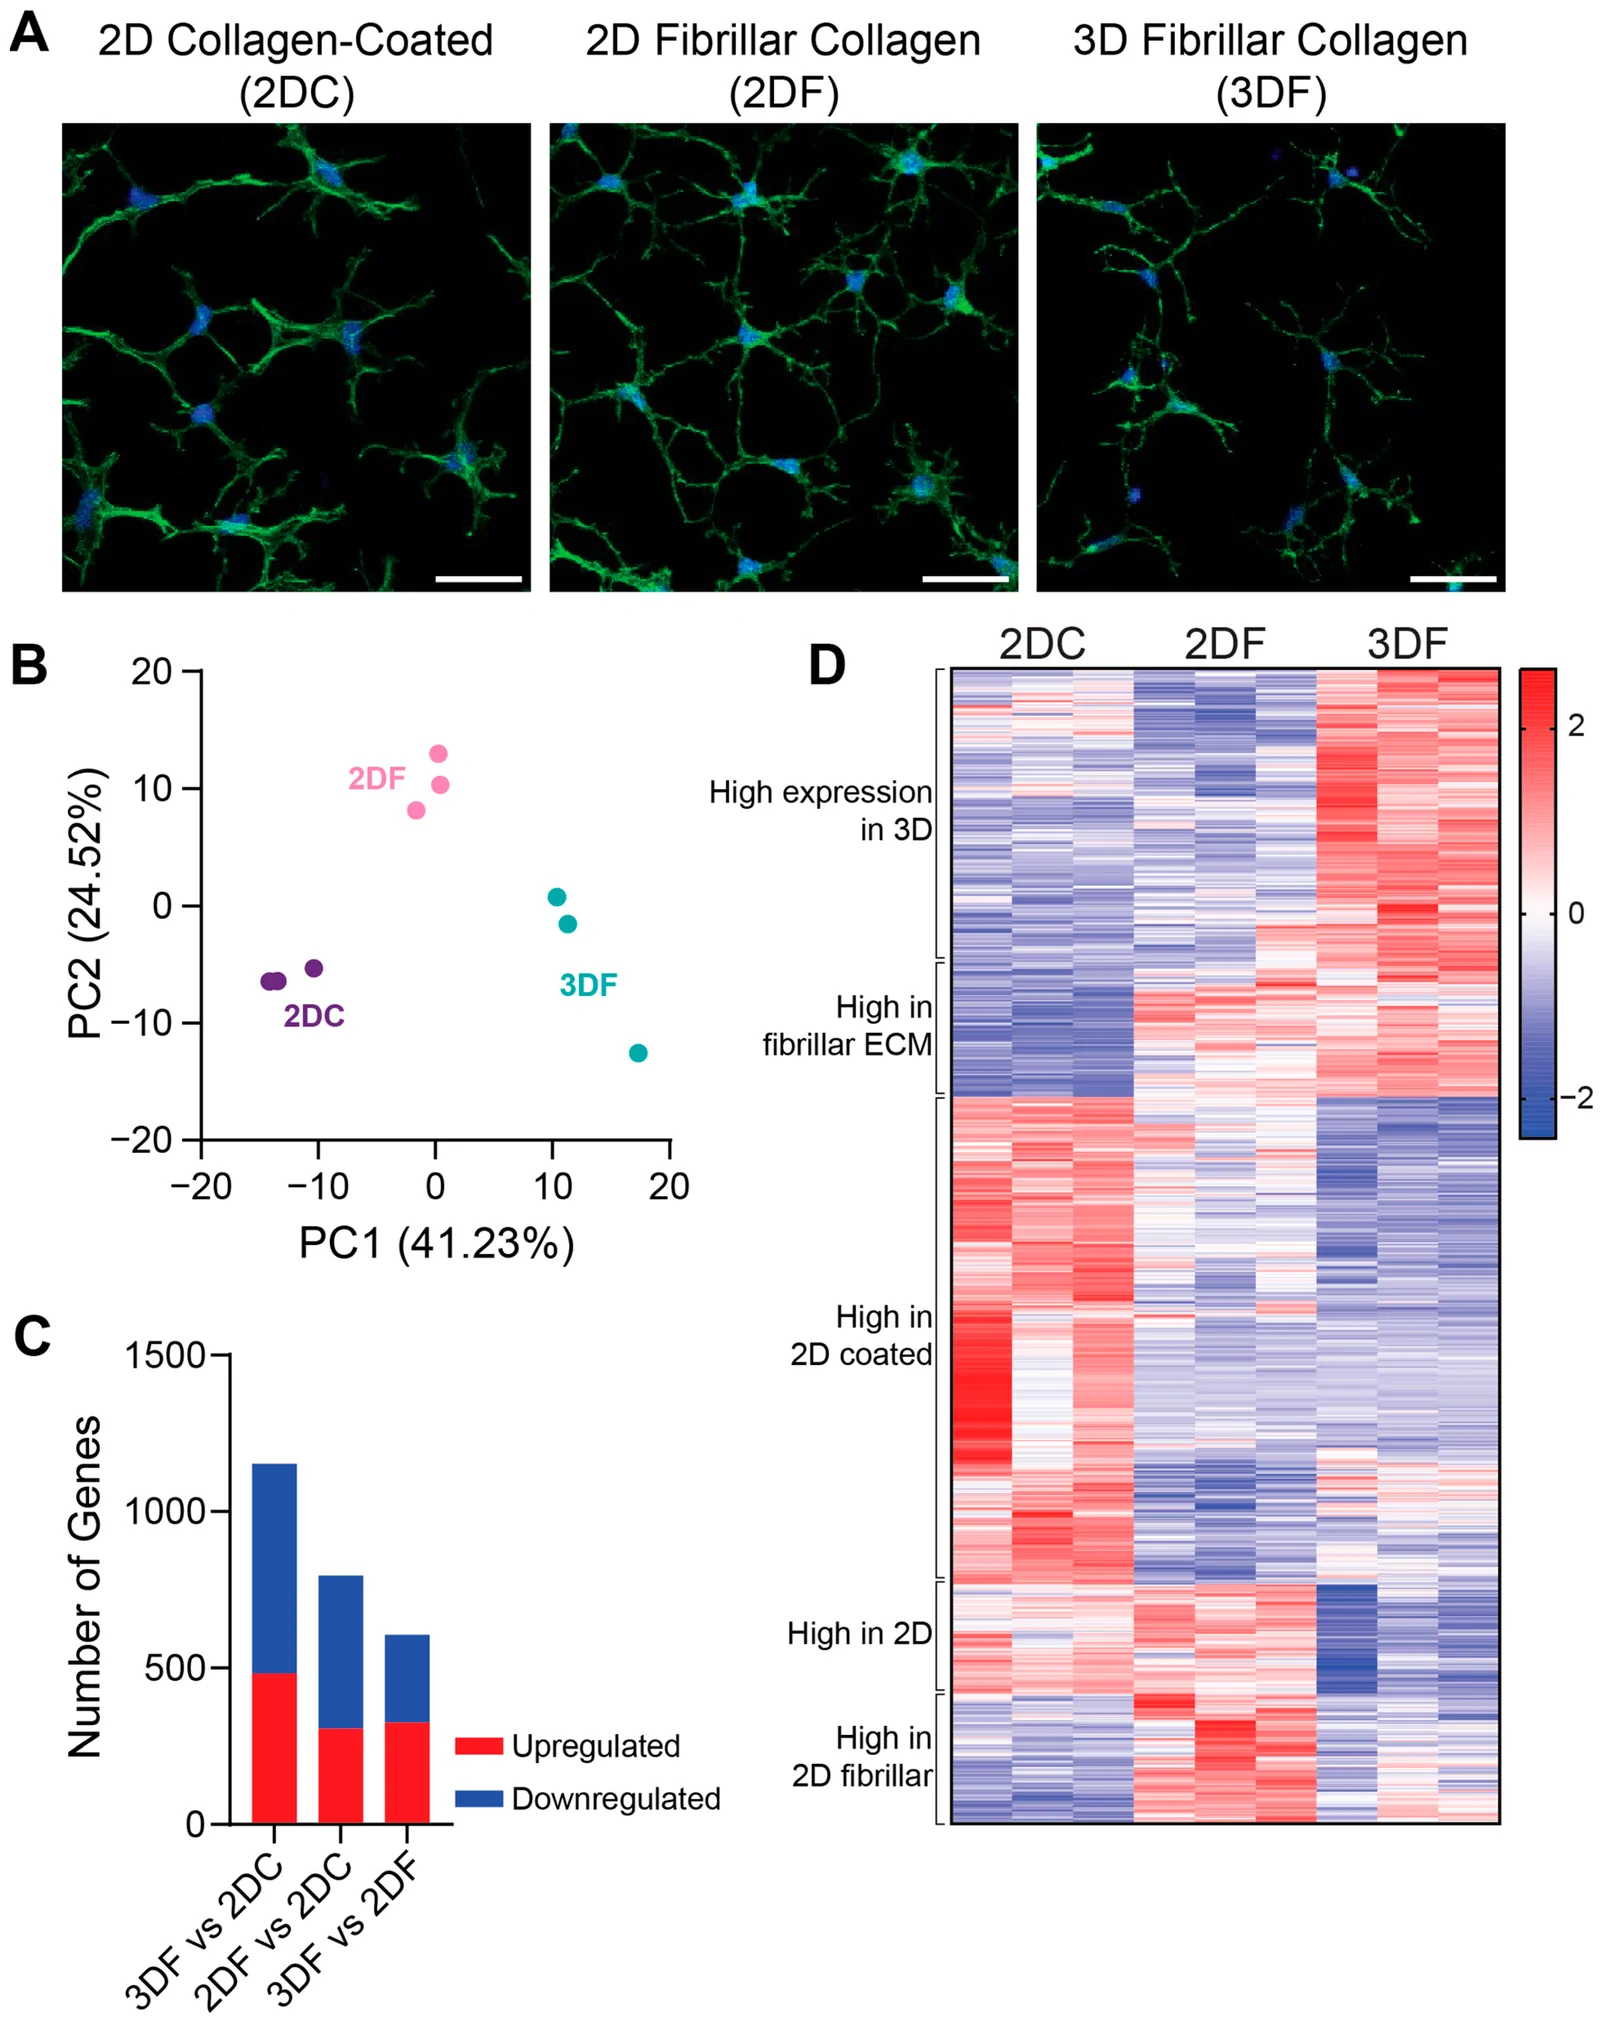
Corneal keratocytes in serum-free culture adopted distinct morphologies and transcriptional profiles in 2D and 3D environments. (**A**) Representative confocal images of keratocytes cultured on top of collagen-coated substrates (2DC), on top of fibrillar collagen matrices (2DF), or embedded within fibrillar collagen matrices (3DF). Samples were fixed and labeled for F-actin (green) and DAPI (blue). Scale bar is 50 μm. (**B**) Principal component analysis (PCA) was performed on all samples (*n* = 3 biological replicates) from the 2DC, 2DF, and 3DF conditions using normalized, log_2_-transformed FPKM values. PC1 and PC2 accounted for 41.23% and 24.52% of the variance, respectively. (**C**) Bar plot displaying the number of significant upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) for pairwise comparisons of the three experimental conditions. DEGs with an adjusted *p* value ≤ 0.05 and |log_2_[fold change]| ≥ 1 were considered significant. (**D**) Heatmap showing the relative expression of each significant DEG (rows) across the three conditions (columns). Relative expression is based on normalized, log_2_-transformed FPKM values (log_2_[FPKM + 1]). Red color indicates high relative expression and blue color indicates low. The differential gene set includes all DEGs from the pairwise comparisons in (**C**).

**Figure 2:**
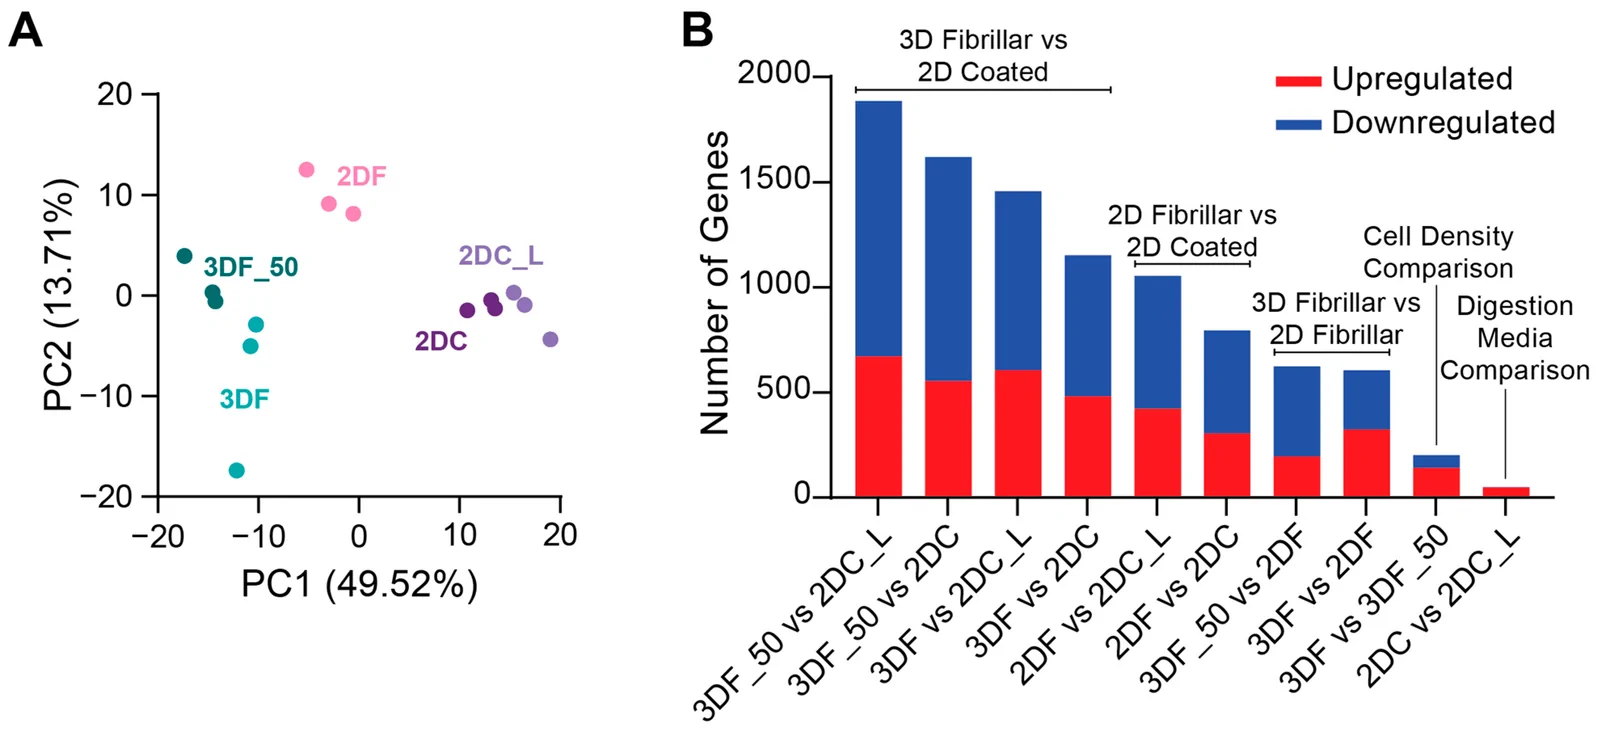
(**A**) Principal component analysis (PCA) was performed on all samples (*n* = 3 biological replicates) from all five experimental conditions using normalized, log_2_-transformed FPKM values. PC1 and PC2 accounted for 49.52% and 13.71% of the variance, respectively. (**B**) Bar plot displaying the number of significant upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) for each pairwise comparison. DEGs with an adjusted *p* value ≤ 0.05 and |log_2_[fold change]| ≥ 1 were considered significant.

**Figure 3:**
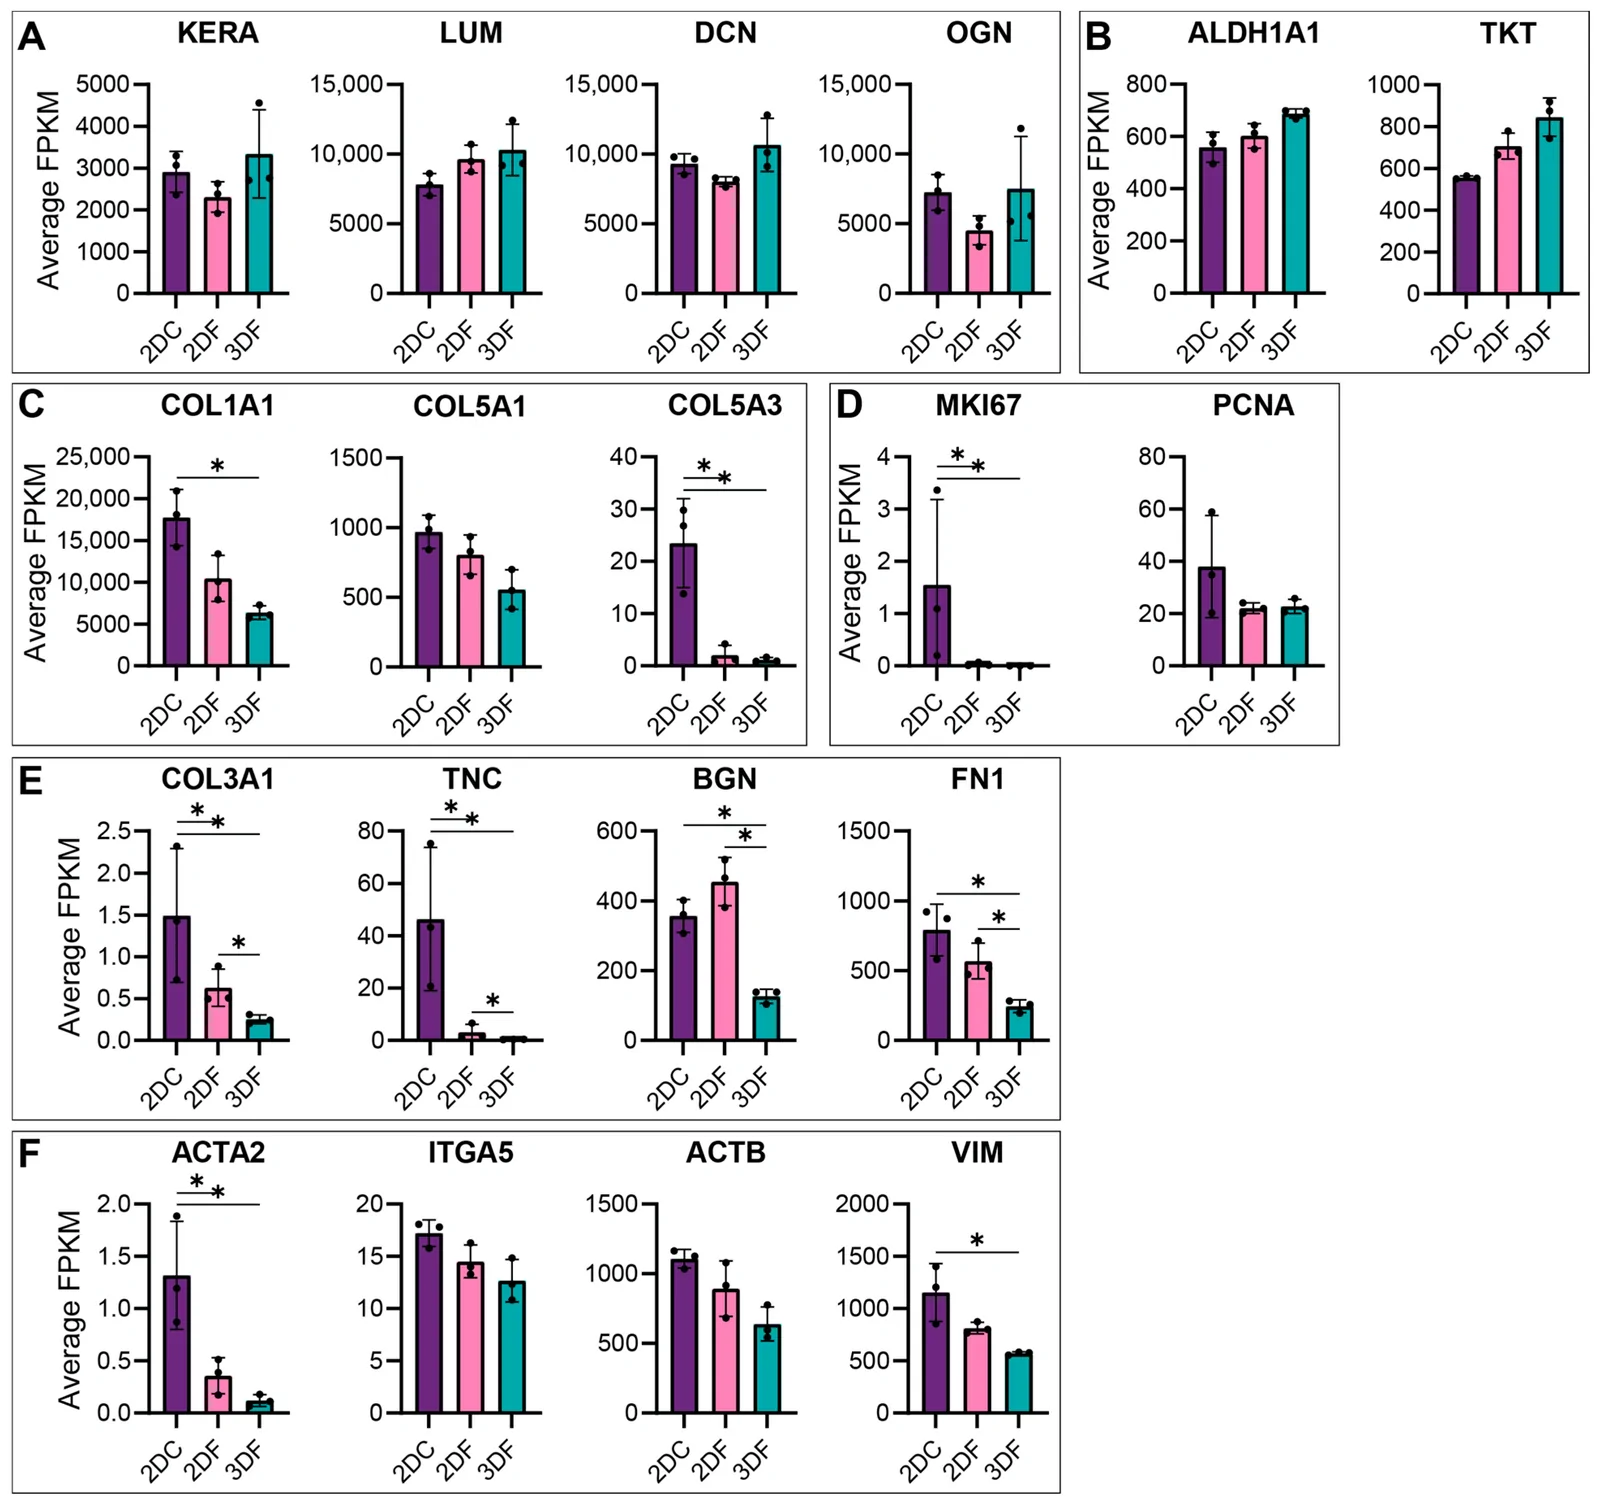
Gene expression levels in 2DC, 2DF, and 3DF conditions for common markers of normal keratocytes (**A**–**C**) and activated stromal cells (**D**–**F**). Bar plots of average FPKM values (*n* = 3 biological replicates) for genes encoding (**A**) proteoglycans, (**B**) crystallins, and (**C**) collagens present in the native corneal stroma. (**D**) Genes associated with cell proliferation. (**E**) ECM- and (**F**) cytoskeleton-related genes that are commonly associated with activated cells and/or fibrosis. Error bars represent standard deviation and asterisks indicate if a gene was found to be significantly differentially expressed between the two indicated conditions based on differential expression analysis (adjusted *p* value ≤ 0.05 and |log_2_[fold change]| ≥ 1).

**Figure 4:**
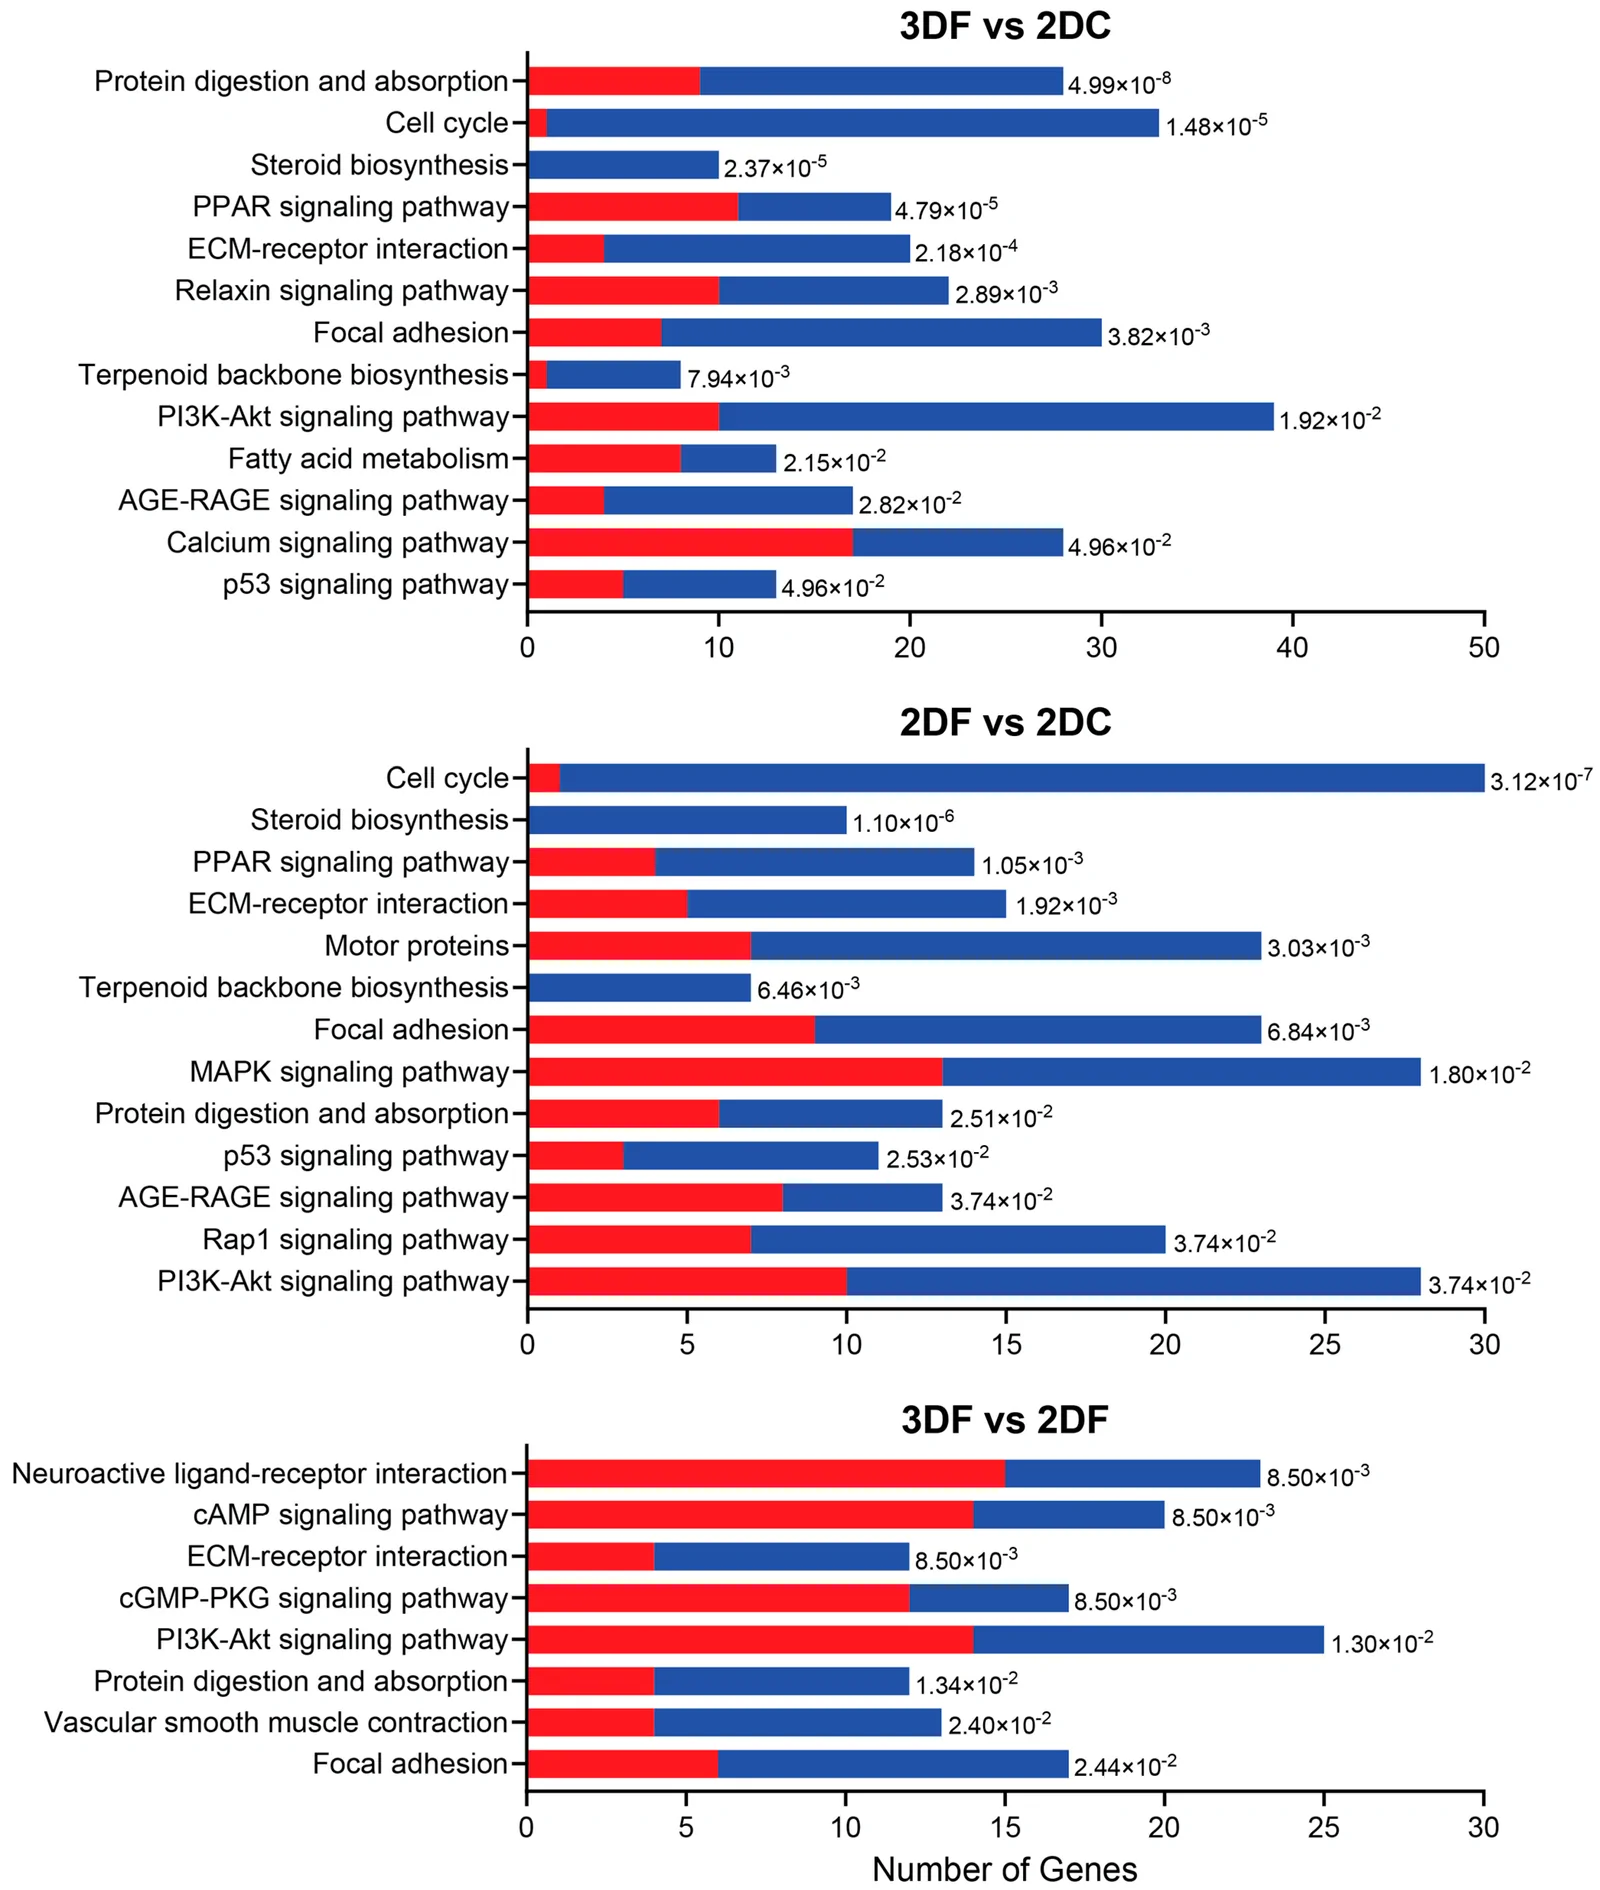
KEGG enrichment analysis for 3DF vs. 2DC, 2DF vs. 2DC, and 3DF vs. 2DF. Bars represent the number of upregulated (red) or downregulated (blue) genes in each significant pathway shown (adjusted *p* value < 0.05). Adjusted *p* values for each pathway are indicated to the right of the bar.

**Figure 5:**
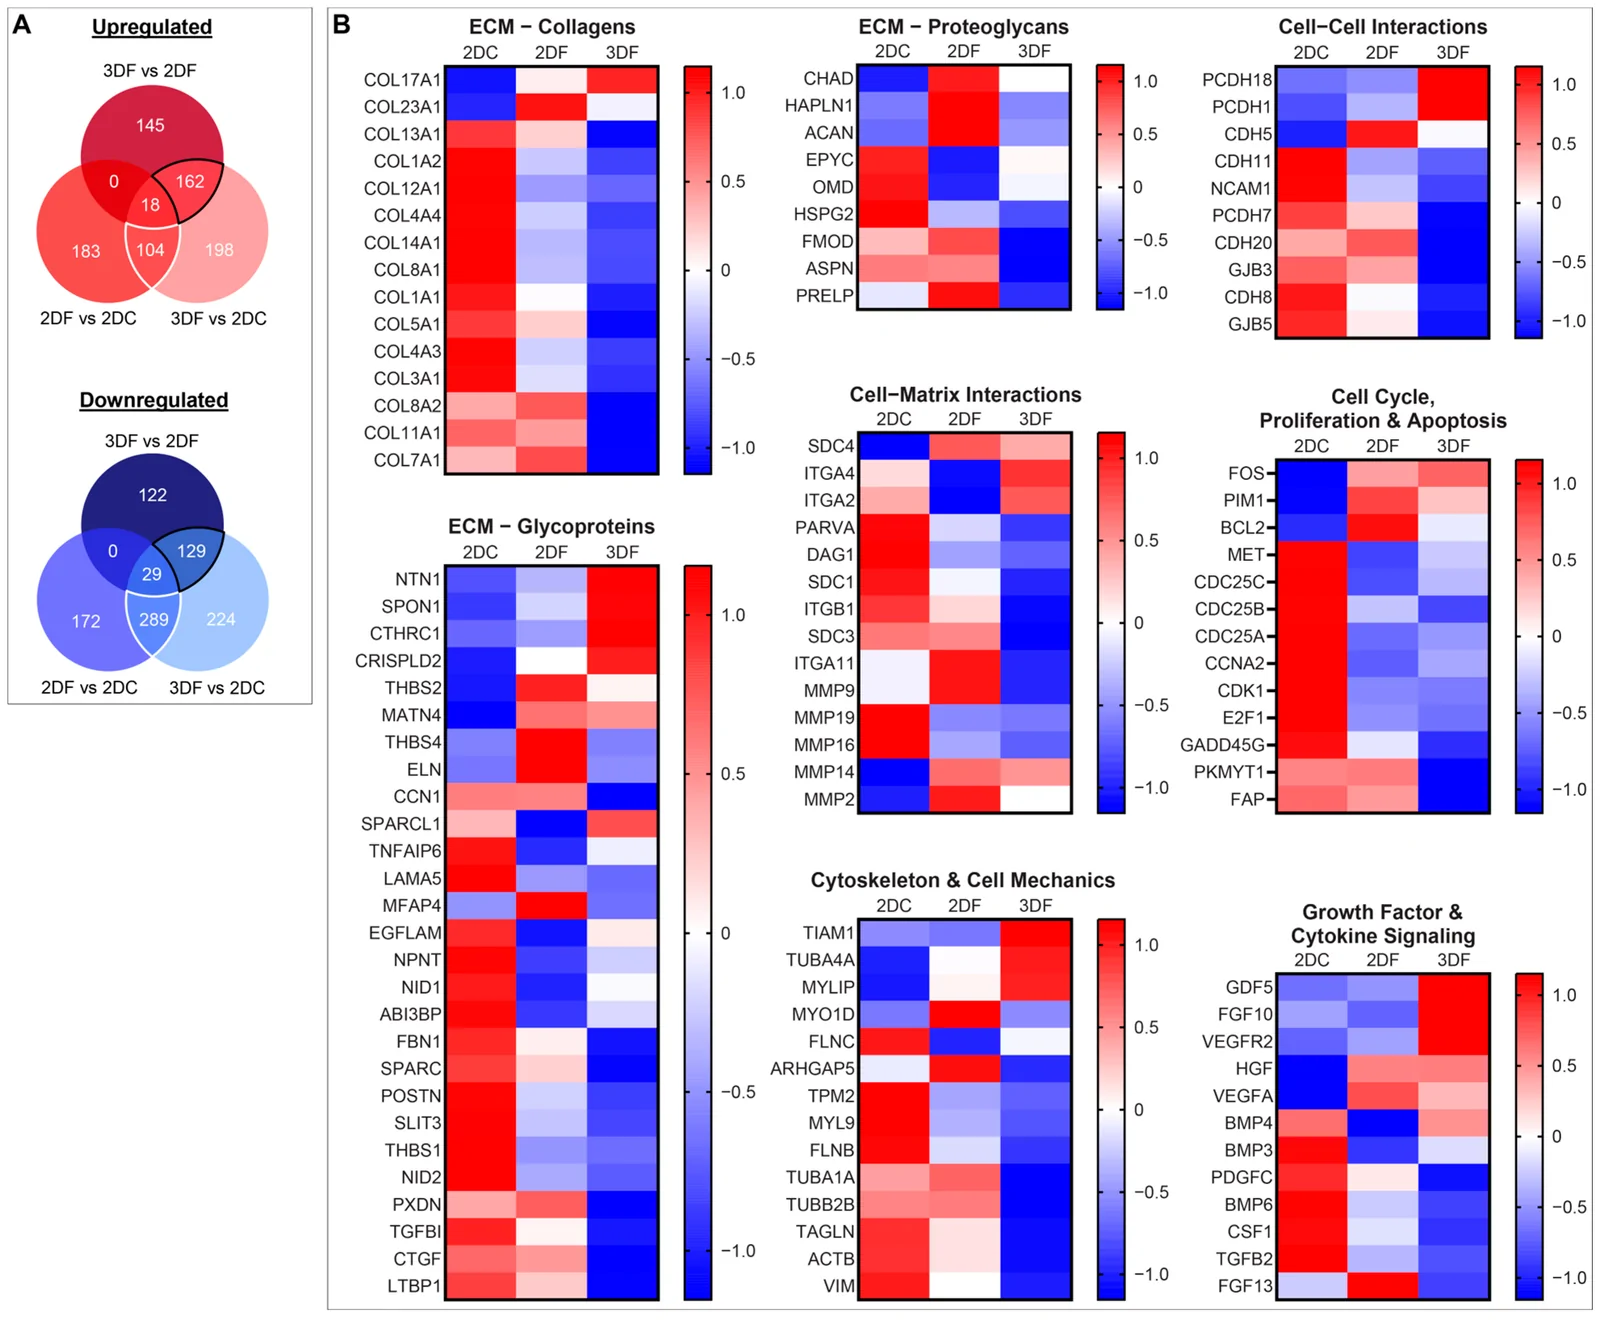
(**A**) Venn diagrams showing the number of significant DEGs that were upregulated or downregulated in one or more comparison. Overlapping areas outlined in black represent the sets of genes that were differentially expressed in both 3D vs. 2D comparisons (3DF vs. 2DC and 3DF vs. 2DF). Overlapping areas outlined in white represent the sets of genes that were differentially expressed in both fibrillar vs. non-fibrillar comparisons (2DF vs. 2DC and 3DF vs. 2DC). (**B**) Heatmaps of normalized, log_2_-transformed FPKM values for a subset of significant DEGs selected from differential expression and KEGG analyses.

## Data Availability

The original data presented in this study are openly available in NCBI’s Gene Expression Omnibus via the GEO series accession number GSE337743.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/bioengineering13080876/s1. Figure S1. Diagram of the 2D and 3D culture conditions demonstrating the position of cells relative to the collagen-coated dish (2DC and 2DC_L) or collagen matrix (2DF, 3DF, and 3DF_50). Figure S2. Volcano plots represent genes that were significantly up- or downregulated within the comparisons of (A) 3D fibrillar collagen with 100,000 cells/matrix (3DF) vs. 3D fibrillar collagen with 50,000 cells/matrix (3DF_50) and (B) 2D collagen-coated (2DC) vs. 2D collagen-coated lysis buffer control (2DC_L). DEGs with an adjusted P value ≤ 0.05 (horizontal dashed line) and |log_2_[fold change]| ≥ 1 (vertical dashed lines) were considered significant. Figure S3. Heatmap showing the relative expression of each significant DEG (rows) across all five conditions (columns). Relative expression is based on normalized, log_2_-transformed FPKM values (log_2_[FPKM + 1]). Red color indicates high relative expression and blue color indicates low. The differential gene set includes all DEGs from the pairwise comparisons in Figure 2B. Table S1. Summary of sequencing data quality for all samples. Table S2. Summary of read mapping results for all samples.

## Abbreviations

The following abbreviations are used in this manuscript:

2D	Two-dimensional
3D	Three-dimensional
ECM	Extracellular matrix
RNA-seq	RNA sequencing
NRK	Normal rabbit keratocyte
SF	Serum-free
DMEM	Dulbecco’s modified eagle’s medium
2DC	2D collagen-coated
2DF	2D fibrillar collagen
3DF	3D fibrillar collagen
PBS	Phosphate-buffered saline
PCA	Principal component analysis
FPKM	Fragments per kilobase of transcript per million fragments mapped
DEG	Differentially expressed gene
KEGG	Kyoto Encyclopedia of Genes and Genomes

How the deposited data were processed for this re-analysis (not part of the article)

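Bulk RNA-seq of rabbit corneal keratocytes in serum-free culture was analysed, with 3 libraries for each of the conditions 2DC, 2DC_L, 2DF, 3DF and 3DF_50. The authors' deposited counts are whole numbers of reads per gene, made by aligning reads to oryCun2 with HISAT2 2.0.5 and counting them with featureCounts 1.5.0-p3, without further normalization. The authors' deposited FPKM values are the same counts divided by gene length and by a library size that the authors set for each library. That size was 0.921 to 1.24 times the sum of the counts in the table, and 1.024 to 1.044 times the size that TMM gives. The tables hold 23428 protein-coding genes, of which 15408 have a symbol, and all of their columns were used. Conditions were read from the library labels, and the replicate number of a label was taken as its order within the condition. The paper describes the replicates as separate experiments and gives no pairing between conditions. Prefixes in the library names are shared in part between conditions.

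Between 14626982 and 31804255 reads were counted per library. At this depth a gene with up to 3 counts in every library of a condition was treated as at the floor, and a change against it is given as a lower bound. Libraries of the same condition had correlations of log2 CPM from 0.9906 to 0.9978, and their counts differed by much more than counting noise (chi-square per gene between 17.1 and 89.5), so that the errors given are those between libraries.

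Differential expression was tested for all 10 pairs of conditions with edgeR 4.0.16 in R 4.3.3 (two-sided quasi-likelihood F test, TMM, filterByExpr with a minimum count of 10, only the 2 conditions in the fit). DEGs have a Benjamini–Hochberg adjusted p of at most 0.05 and a |log2 fold change| of at least 1. The SE of a log2 fold change is its size divided by the square root of F. An F test over 2DC, 2DF and 3DF in one model was adjusted the same way. Tests on simulated counts with 200 changed genes recovered 97% of them with edgeR, 96.5% with DESeq2 and 86% with limma. The simulated counts held no differences between experiments. PCA used log2(FPKM + 1) of genes with FPKM above 0 in any library, with genes centred and not scaled, and exact permutation tests over splits of the libraries. The paper used DESeq2 1.20.0, clusterProfiler 3.8.1 and KEGG. DESeq2 here is version 1.42.0. KEGG membership was not used, and hand-written gene lists, matched to symbols for at least 80% of their members, took its place, with one-sided Fisher's exact tests over the genes tested and Benjamini–Hochberg adjustment over 6 lists and 3 comparisons. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the PCA and the figures.

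The genes named are every gene the paper names, the members of the gene lists that are DEGs, and, for each of 3DF vs. 2DC, 2DF vs. 2DC, 3DF vs. 2DF, 3DF vs. 3DF_50 and 2DC vs. 2DC_L, the 3 DEGs with the largest log2 fold change in each direction among genes with a symbol, a mean of at least 1 FPKM and no overlap between the conditions. The gene lists and the alternatives were set before the data were examined. The alternatives were DESeq2, DESeq2's size factors in edgeR, scaling by library size only, no filter, a filter at a mean of 1 CPM, all 5 conditions in the fit, the replicate number as a block, all 5 conditions with the library prefix as a block, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1) with a mean of at least 0.1 FPKM, other thresholds, and leaving out each library in turn. For the PCA they were a pseudocount of 0.1, a mean of at least 1 FPKM, scaled genes, the 500 most variable genes and log2(CPM + 1), and for the gene lists limma's camera, another background and lower genes only. Library size without the 10 largest genes, and leave-one-out and blocked fits for the gene lists, were added after the data were seen. Sequencing reads, unannotated or noncoding genes, PI3K-Akt signaling and the imaging are not analysed here. Some genes that were tested and counted are not reported here by name.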

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

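All of the tests on epithelial genes in this part, including those by library prefix, were chosen only after the result had been seen.

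KRT12 and KRT5, keratins of the corneal epithelium that the paper does not discuss, were detected in 3DF, at mean levels of 3.53 and 4.43 FPKM. All 2DC and 2DC_L libraries had 0 counts of KRT12. The 3DF libraries had 114, 183 and 138 counts, the 2DF libraries 0, 41 and 8, and the 3DF_50 libraries 0, 0 and 77. Of 10 tested markers on a list of epithelial genes, 8 were DEGs higher in 3DF than in 2DC (CDH1, DSP, KRT12, KRT17, KRT3, KRT5, PERP and SFN). Depth does not account for the zeros, since the median library in 2DC (23709968 counts) is deeper than in 3DF (20890681), and no scaling turns 0 counts into a level. Reads shared between keratin genes were not tested.

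A candidate explanation is that some epithelial cells were carried over from the cornea in some preparations. Within conditions, KRT12 rose with the score of the other epithelial markers (Pearson r = 0.948, permutation p = 0.00926, two-sided, 0.0278 adjusted over 6 relations; Spearman's rho = 0.825, p = 0.00926; r = 0.889 without the 2 libraries farthest from the median). Markers of a cell type would also rise together if the keratocytes themselves switched the genes on, so the correlation cannot tell these apart. The experiments are another candidate source. In 3DF_50 the library of prefix E7 exceeded the mean of those of E3 and E5 by 2.3 in the epithelial score. That difference is what prompted the test, and each of these libraries has its own prefix, so it cannot tell the experiment from other differences between single libraries. E6 is the prefix of 1 library each in 3DF and 2DC, and there the score was 1.71 higher in 3DF. In E7 the score was 1.66 in 3DF and 1.23 in 3DF_50, against -0.45 in 2DC_L. In E3 it was -1.2 in 3DF_50, -0.959 in 2DC and -0.917 in 2DC_L. In E5 it was -0.936 in 3DF_50 and -0.347 in 2DF. Libraries from 3D thus scored higher than 2D libraries of the same prefix in E6 and E7, and lower in E3 and E5, each without replicates. E6 was also the highest library within 2DC (-0.53 against -0.961 and -0.959) and E7 within 2DC_L (-0.45 against -0.829 and -0.917), as would follow if the experiments differ. If the prefix names the experiment, a difference between experiments alone does not give the gaps within E6 and E7, but it may add to them. The biological explanation is that 3D fibrillar collagen raises these genes in keratocytes. The 3DF_50 libraries of E3 and E5, also in 3D collagen, scored -1.2 and -0.936, near 2DC (-0.961 to -0.53). These values argue against 3D collagen alone as the cause at the lower density. For 3DF, an effect of 3D collagen cannot be told apart from carried-over cells that differ in number between libraries.

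Few of the other calls followed the pattern between libraries of the same condition. Of 430 genes higher in 3DF than in 2DC that are not among the 12 genes of the epithelial score, 13 (3.02%) followed the epithelial score within conditions with a correlation of at least 0.8, against 56 of 13484 tested genes (0.415%; odds ratio 9.43). That leaves 417 of 437 calls that are neither in the score nor followers. The score varied little within 3DF (1.18 to 1.66) and within 2DC (-0.961 to -0.53). A gene with few counts could thus come from such cells and still miss the limit, so these calls are not shown to be free of them. Whether the followers come from other cells cannot be told from their correlation.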

How the results depend on the processing

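The alternatives named with the methods were run for the results they apply to. Library size without the 10 largest genes, and leave-one-out and blocked fits of the gene lists, were chosen after seeing the data. Where a result changed, the cause was not tested unless a value is given for it.

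Under DESeq2, DESeq2's size factors in edgeR, library size only, no filter, a filter at a mean of 1 CPM, all 5 conditions in the fit, the replicate block and limma on log2(FPKM + 0.1), the counts of DEGs stayed within 1.5 times the main count in 9 of the 10 comparisons. The exception was 3DF vs. 3DF_50 (main count 60), with 201 in DESeq2, 155 with no filter, 196 with all 5 conditions, 10 with the prefix block, 16 with limma on log2(FPKM + 0.1), 6 on log2(FPKM + 1), and 1 at an adjusted p of 0.01.

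Thresholds moved most counts. On the adjusted p alone there were 2073 DEGs for 3DF vs. 2DC, 1903 for 2DF vs. 2DC, 798 for 3DF vs. 2DF, 5713 for 3DF_50 vs. 2DC_L, 5098 for 3DF_50 vs. 2DC, 3161 for 3DF vs. 2DC_L, 2974 for 2DF vs. 2DC_L and 1764 for 3DF_50 vs. 2DF, with unions of 3207 and 7437, dimensionality sets of 255 higher and 162 lower genes and structure sets of 300 and 487. At an adjusted p of 0.01 the first 3 comparisons gave 637, 383 and 264, their union 906, the dimensionality sets 75 and 60, the structure sets 63 and 121, and the sets of 3DF vs. 2DF alone 66 and 51. With limma on log2(FPKM + 1) the 8 comparisons in that order gave 534, 302, 268, 946, 779, 740, 491 and 347, the unions 733 and 1330, and the sets 88 and 60, 61 and 103, and 53 and 54.

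With the library prefix as a block in a fit of all 5 conditions, 16 DEGs were left for 2DF vs. 2DC, 4 for 3DF vs. 2DF (1247 genes at an unadjusted p under 0.05), 87 for 2DF vs. 2DC_L and 236 for 3DF_50 vs. 2DF. The dimensionality sets held 3 and 1 genes, the structure sets 6 and 10, and the sets of 3DF vs. 2DF alone 0 and 0. Only prefix E5 links 2DF to another condition, so this fit compares 2DF with little else. With all 5 conditions and no block, 149 genes were lower in 3DF vs. 2DF alone.

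Blocking on the replicate number gave 1006 DEGs for 3DF vs. 2DC, 628 for 2DF vs. 2DC, 427 for 3DF vs. 2DF, 1839 for 3DF_50 vs. 2DC_L, 1476 for 3DF_50 vs. 2DC, 1383 for 3DF vs. 2DC_L, 902 for 2DF vs. 2DC_L, 534 for 3DF_50 vs. 2DF, 86 for 3DF vs. 3DF_50 and 37 for 2DC vs. 2DC_L. Over the 10 comparisons the mean correlation of same-numbered libraries, as deviations from their condition, ran from -0.12 for 3DF vs. 3DF_50 to 0.21 for 3DF_50 vs. 2DC_L, with 0.18 for 2DC vs. 2DC_L. In the last 2 comparisons some same-numbered libraries also share a prefix, so pairing there cannot be excluded.

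Across the fits that each left out one library, the counts ran from 410 to 670 for 2DF vs. 2DC, from 0 to 77 for 3DF vs. 3DF_50 (the 0 without 3DF_50 replicate 1 or 2, with 1847 and 1491 genes at an unadjusted p under 0.05), and from 1728 to 3404 for genes differing among 2DC, 2DF and 3DF. The structure sets ran from 61 to 110 and 128 to 292, and the sets of 3DF vs. 2DF alone from 57 to 137 and 58 to 125. The other DEG counts, both unions and the dimensionality sets stayed within 1.5 times their main values.

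Scaling moved the direction of the calls. Library size without the 10 largest genes gave 467 higher and 551 lower DEGs in 3DF vs. 2DC, with a median log2 fold change of 0.047, close to the split with TMM. In 2DF vs. 2DC it gave 262 higher and 405 lower, and in 3DF vs. 2DF 303 higher and 222 lower.

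The share of variance on the first component of 2DC, 2DF and 3DF was 31.17% with a pseudocount of 0.1, 43.96% for genes with a mean of at least 1 FPKM, 26.67% for scaled genes and 59.65% for the 500 most variable. The second held 21.55% with the small pseudocount and 20.62% when scaled. Over 5 conditions the first held 36.6%, 52.55%, 25.19% and 68.33% in that order, and the second 11.99% and 16.69%. Without single libraries the shares ran from 39.29% to 46.6% and 21.29% to 27.29% in 3 conditions and from 47.35% to 53.86% and 11.92% to 15.03% in 5.

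Of the gene lists, limma's camera gave adjusted p of 0.134 for ECM–receptor interaction in 2DF vs. 2DC and of 0.603 and 0.401 for focal adhesion in 3DF and 2DF vs. 2DC, past the threshold in the main test. Steroid biosynthesis in 3DF vs. 2DF passed only with camera (0.022) and for lower genes alone (0.0393). The terpenoid backbone in 3DF vs. 2DF failed with DESeq2 (0.0662), camera (0.084), genes with a symbol as background (0.19) and the replicate block (0.152), and without any 1 library (0.0522 to 0.488). Without single libraries the adjusted p ran from 5.04e-10 to 0.0885 and 6.65e-11 to 0.382 for the cell cycle in 3DF and 2DF vs. 2DC, from 0.00013 to 0.0685 for ECM–receptor interaction in 3DF vs. 2DF, and from 0.00386 to 0.069 for focal adhesion in 3DF vs. 2DC. The other list results kept their side of the threshold in all of these fits.

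Of 213 results for single genes, 139 were calls, of which 89 were kept in every fit that left out one library and 50 were lost in some. Over all alternatives 277 gene values became weaker and 97 stronger, and 17 reversed. In 3DF vs. 2DC, OGN reversed with the replicate block (-0.051) and limma (-0.040 with each pseudocount), and ran from -0.44 to 0.25 without single libraries, and KERA from -0.093 to 0.32. MMP9 ran from -0.76 to 0.27, and COL23A1 was -0.092 with the prefix block. In 3DF vs. 2DF, COL17A1 was -1.53 with the prefix block, and MATN4 ran from -0.56 to 0.044. For 2DF vs. 2DC, PKMYT1 was -0.75 and CCNE2 0.81 with that block, and PKMYT1 ran from -0.41 to 0.57 and COL4A6 from -1.19 to 0.024 without single libraries. None of these 9 genes was a DEG in the comparison where it reversed.

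Depth limits the genes at low counts. KRT12 and CRCT1 in 2DC, MKI67, CDK1 and CDC45 in 3DF, and CDC25C and KIAA0101 in 2DF have at most 3 counts in each library, and their folds are lower bounds.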

Differences from the paper's values

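The paper gives 203 DEGs for 3DF vs. 3DF_50, and the main count here is 60. Of the alternatives set before the data were examined, DESeq2 (201), no filter (155) and all 5 conditions in the fit (196) came within 1.5 times the paper's value, while the others, including every fit without 1 library, did not. The paper's methods name DESeq2.

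The other DEG counts, unions, gene sets and variance shares that the paper states were within 1.5 times the values here.

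The paper places focal adhesion among the pathways over-represented in 3DF vs. 2DF. The hand-written core list here holds no collagens, laminins, integrins, FN1 or TNC. KEGG membership was not used, so the core list cannot decide the paper's result. With the hand-written core list 2 of 96 genes were called there (odds ratio 0.54, adjusted p = 0.935, Fisher's exact test), and no setting passed (0.545 to 1).

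The paper lists COL3A1 as lower in 3DF than in 2DF and in 2DF than in 2DC. Here its log2 fold changes were -1.32 (edgeR adjusted p = 0.0506) and -1.24 (edgeR adjusted p = 0.0781). DESeq2 and the fit with no filter called both, DESeq2's size factors, library size only and the filter at 1 CPM called the first, and the replicate block and the fit without 2DC replicate 3 the second. For TAGLN in 2DF vs. 2DC (-0.998, edgeR adjusted p = 0.104), only DESeq2 and the replicate block called the change. The paper describes PCNA as lower in 2DF and 3DF. It was not a DEG, except without 2DC replicate 1.

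In the paper cell cycle regulators are lower in both fibrillar conditions and are listed among the genes lower in 3DF than in both 2D conditions. None of the hand-written cell cycle list was in the latter set, with 6 of 88 lower and 12 higher in 3DF vs. 2DF at an unadjusted p under 0.05. PKMYT1 had the same level in 2DF and 2DC (log2 fold change 0.040) and was called in 3DF vs. 2DC only by DESeq2, no filter, all 5 conditions, the replicate block and the fit without 2DC replicate 1. CCNE2 was not called in either comparison, except by DESeq2, all 5 conditions and the fit without 2DC replicate 1 in both, no filter in 2DF and the prefix block in 3DF. CDC6 was called by DESeq2 and all 5 conditions in both, and by the prefix block and the fit without 2DC replicate 1 in 3DF. CCNB1 was called in 3DF by DESeq2, no filter, all 5 conditions, both blocks and without 2DC replicate 1, and in 2DF by DESeq2. CCNA2 was called in 3DF by DESeq2, all 5 conditions, the prefix block and without 2DC replicate 1. In 2DF, DESeq2, no filter and the fit without 2DC replicate 1 called CCNB2, CDC20 and ESPL1, as did all 5 conditions for CDC20 and ESPL1 and the replicate block for CDC20. CDC25C, below the filter here, was called in 2DF by DESeq2. MCM3 and MCM6 were called in 2DF with no filter, all 5 conditions, the replicate block and without 2DC replicate 1. In 3DF, DESeq2, all 5 conditions, the prefix block and the fit without 2DC replicate 1 called both, and no filter and the replicate block MCM3. MCM2 was called in both comparisons with 2DC only without 2DC replicate 1, and MCM7 under no setting. Against 2DC_L the main test called CCNA2, CCNB1, CCNB2, CCNE2, CDC20, ESPL1, MCM3 and MCM6 lower in both fibrillar conditions. It called CDC6, CDC25C, MCM2 and PKMYT1 lower there in 3DF alone.

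The paper names COL4A1 to COL4A5, laminins and FN1 as lower with fibrillar ECM. Between 2DF and 2DC, COL4A1 (-0.38), COL4A2 (-0.35), COL4A5 (-0.85) and FN1 (-0.47) were not DEGs, and in 3DF vs. 2DC COL4A5 (-1.16, edgeR adjusted p = 0.12) was called by DESeq2, the replicate block and without 2DC replicate 3. Of the laminins, LAMA2 and LAMA5 were lower and LAMA1 and LAMC3 higher in 3DF, and LAMA4 was lower in 2DF. At an unadjusted p under 0.05, 6 of 10 laminins were lower and 2 higher in 3DF, and 7 lower and 1 higher in 2DF. COL4A1 in 3DF vs. 2DF, described as higher in 2D, was called by DESeq2, no filter, all 5 conditions and without 3DF replicate 2. The integrin subunits the paper counts as higher in both fibrillar conditions were not DEGs in 3DF vs. 2DC. On the integrin list, which also holds ITGB3BP and ITGBL1, 1 gene was higher and 7 lower there at an unadjusted p under 0.05. DESeq2, the replicate block and library size only also called 0 there. BCL2 (0.90) and PIM1 (0.78) were DEGs in 2DF and not in 3DF, where the adjusted p alone calls PIM1 and no setting calls BCL2.

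Several genes that the paper describes as higher or highly expressed in 3D had their highest mean in 2DF, namely COL23A1, THBS2 and MATN4. MMP2, higher in both fibrillar conditions in the paper, was not a DEG in 3DF vs. 2DC (0.71), nor were CDH5 (0.64) and THBS2 (0.73). The adjusted p alone calls MMP2 and THBS2 there, and no setting calls CDH5. COL23A1 was called in 3DF vs. 2DC without 3DF replicate 1. SPON1 was called in 3DF vs. 2DF only without 2DF replicate 2. MMP9, higher in 2D in the paper, was lower in 3DF than in 2DC by mean, with a log2 fold change of -0.45 (edgeR adjusted p = 0.555), and was called under no setting. The paper's discussion counts KERA, DCN, ALDH1A1 and TKT among genes upregulated in 3D culture. Its results state that these genes were not significantly differentially expressed, and the same was found here. None was a DEG in 3DF vs. 2DC, at 0.19, 0.18, 0.29 and 0.60, and only the adjusted p alone calls TKT.

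Among genes shown as DEGs in the paper's heatmaps, some stayed under the limit on the fold change in 3DF vs. 2DC. The adjusted p alone calls all of them but FLNC. These were FBN1 (-0.90; called with the prefix block), CDH11 (-0.65), MYLIP (0.83; called with library size only, the prefix block and without 2DC replicate 1), TGFB2 (-0.64), FLNC (-0.70; called without 3DF replicate 3), PDGFC (-0.9998; called with no filter, the filter at 1 CPM, the replicate block and without 2DC replicate 1 or 3DF replicate 1 or 2) and FGF10 (0.93; called with library size only).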

Other observations

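The tests on KERA and OGN, on the distance from 2DC at the lower density and on the direction of the calls were chosen only after the result had been seen. The other tests with a value for an explanation were set before.

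Other splits of the libraries gave fewer DEGs. For each of the 10 pairs of conditions, the 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all 3 same-numbered pairs. In every pair the real split was the only 1 of those 4 with as many DEGs, and each of the other splits gave 0 DEGs. Those other splits keep libraries of the same condition together in part. At an unadjusted p under 0.05 the real split gave 3970 genes in 3DF vs. 2DC against 65 to 522 in the others, 3999 against 84 to 760 in 2DF vs. 2DC, 2889 against 146 to 522 in 3DF vs. 2DF, 2660 against 113 to 619 in 3DF vs. 3DF_50, 6805 against 63 to 332 in 3DF_50 vs. 2DC_L, 6308 against 65 to 393 in 3DF_50 vs. 2DC, 4956 against 51 to 366 in 3DF vs. 2DC_L, 4694 against 130 to 413 in 2DF vs. 2DC_L, and 3388 against 159 to 783 in 3DF_50 vs. 2DF. In 2DC vs. 2DC_L it gave 780 and the others 93 to 1121, so another split exceeded it. With so few splits, chance cannot be excluded for a single pair by this count. For the test across 2DC, 2DF and 3DF, 100 splits of the 9 libraries were drawn, 36 of which part the replicate numbers as the real one does. The real split, with 2840 genes, was the only 1 of the 36 with as many, and the highest of the others gave 654. The others mix conditions within groups.

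Some early response genes that rise with the digestion incubation were also higher in the fibrillar conditions. Of the genes higher in 2DC than in 2DC_L, 9 of 35 were also higher in 2DF than in 2DC (odds ratio 19, one-sided Fisher's exact test, p = 1e-08) and 8 of 35 in 3DF than in 2DC (odds ratio 10.6, p = 3.82e-06). Without single libraries the odds ratios were at least 16.7 and at least 5.89. Since 2DC is the higher group in the first comparison and the lower one in the others, its noise would lower these overlaps. Of 37 early response genes, 11 were higher in 2DF and 13 in 3DF than in 2DC, and 3 (DUSP2, IL6 and RHOB) were lower in 3DF. Of the 19 called with the digestion incubation, FOS, FOSB, JUN and KLF4 were higher in both. NR4A1 was higher in 2DF alone, and no other of the 19 was called higher. ATF3, HES1, KLF10, MAFF, NR4A2 and SOCS3 were higher in both but were not called with the incubation. At an unadjusted p under 0.05, 25 of 36 tested genes were higher and 1 lower in 2DF, and 16 higher and 3 lower in 3DF. DUSP2, which rises with the digestion incubation, fell from 15.2 FPKM in 2DC to 6.30 in 3DF, against what handling at harvest would give. All 3 conditions were digested for 15 min, but cells from matrices were digested in tubes and pelleted. Handling at harvest may therefore contribute to the level of genes such as FOS and FOSB in 2DF and 3DF. The ECM itself may as well, and no library from matrices lysed without digestion was analysed here that would separate them.

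Proliferation genes vary between the 2DC libraries. The cell cycle score was -0.211, 0.0767 and 0.493 in 2DC replicates 1, 2 and 3. Prefixes E2 and E3 occur in both 2DC and 2DC_L, and E3 exceeded E2 by 0.288 in 2DC and 0.112 in 2DC_L. The direction is the same in both, as a difference between experiments would give. E3 and E7 occur in both 2DC_L and 3DF_50, and there the directions differed. E3 had 0.18 and E7 0.124 in 2DC_L, against -0.028 and -0.0146 in 3DF_50. On log2(FPKM + 1), however, E7 was above E3 in both (0.202 against 0.186, and -0.143 against -0.165). So few pairs cannot tell a difference between experiments from chance, and no biological explanation was tested.

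Epithelial genes among those the paper names were tested against the epithelial score within conditions, and p was adjusted over 5 relations, those of the endothelial genes below included. COL17A1 rose with the score (Pearson r = 0.92, permutation p = 9e-04, 0.0045 adjusted; Spearman's rho = 0.921, p = 0.00167; r = 0.832 without the 2 libraries farthest from the median). Carried-over epithelial cells may thus explain part of its higher level in 3DF, and a change in the keratocytes remains possible. GJB5 showed no clear relation (r = -0.0558, p = 0.869; rho = 0.168, p = 0.607; r = 0.326 without those 2). It was lower in 3DF, where the epithelial score was higher.

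Other markers of vascular endothelial cells gave a mixed picture beside CDH5 and KDR. PECAM1, VWF and TIE1 reached at most 0.367 FPKM in any library, and within conditions the score of these 3 genes did not rise with CDH5 (r = -0.339, permutation p = 0.419; rho = -0.229, p = 0.548; r = -0.155 without the 2 farthest libraries) or KDR (r = -0.23, p = 0.555; rho = -0.0786, p = 0.799; r = 0.0717). These values go against endothelial cells as the source. EMCN, however, was a DEG higher in 3DF than in 2DC (2.63 FPKM in 2DC, 3.55 in 2DF and 7.63 in 3DF). ERG was a DEG higher in 2DF than in 2DC (149 against 70.6 FPKM) and lower in 3DF than in 2DF (74 FPKM in 3DF). TIE1 was a DEG lower in 3DF than in 2DC (0.26 FPKM in 2DC and 0.0475 in 3DF). The called markers thus did not rise together, which also argues against endothelial cells as the source of CDH5 and KDR. With EMCN and ERG higher, the presence of some such cells cannot be excluded with this list.

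The highest mean of KERA in 3DF rests on 3DF replicate 1, while that of OGN does not rest on this library alone. Without 3DF replicate 1, their log2 fold changes in 3DF vs. 2DC were -0.0932 and -0.438. That of OGN also turned to -0.075 without 2DC replicate 3. 3DF replicate 1 also lies apart on the second component of the PCA. Whether it differs by preparation or by biology was not tested.

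At the lower density 54.5% of the 3DF vs. 2DC calls tested in both lay farther from 2DC, and 53.4% without 3DF replicate 1. A first version of this measure, on group means of log2(CPM + 1) with library size only, gave 51.9% and 52.1%. It was replaced after its value had been seen, because scaling by library size shifts 3DF_50. The directions differed, with 34.2% of the higher and 68.3% of the lower calls farther (43.0% and 58.5% in the first version). Genes chosen as calls in 3DF vs. 2DC are biased toward a larger change in 3DF, so these values cannot tell whether a lower density moves the cells further along the same change.

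More genes were called lower than higher in 3DF vs. 2DC with TMM, where 42.8% were higher. With library size only, 57.7% were higher, and with library size counted without the 10 largest genes, 45.9%. COL1A1 and COL1A2 alone take 12.6% to 16.8% of the counts in 2DC, 6.56% to 7.73% in 3DF and 3.78% to 4.66% in 3DF_50. The split under library size only is thus consistent with a few genes that take many counts in 2DC, so that the remaining genes appear higher in 3DF.

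Libraries that share a prefix were somewhat alike across conditions. The mean correlation of their deviations from the condition means was 0.169 over 9 pairs (-0.0513 to 0.397), against -0.0177 for other pairs. This is a correlation across 12357 genes, which are not independent replicates.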
